# Cell fate determining molecular switches and signaling pathways in Pax7-expressing somitic mesoderm

**DOI:** 10.1038/s41421-022-00407-0

**Published:** 2022-06-28

**Authors:** Cheuk Wang Fung, Shaopu Zhou, Han Zhu, Xiuqing Wei, Zhenguo Wu, Angela Ruohao Wu

**Keywords:** Pluripotency, Genome-wide analysis of gene expression

## Abstract

During development, different cell types originate from a common progenitor at well-defined time points. Previous lineage-tracing of Pax7^+^ progenitors from the somitic mesoderm has established its developmental trajectory towards the dermis, brown adipocytes, and skeletal muscle in the dorsal trunk; yet the molecular switches and mechanisms guiding the differentiation into different lineages remain unknown. We performed lineage-tracing of Pax7-expressing cells in mouse embryos at E9.5 and profiled the transcriptomes of Pax7-progenies on E12.5, E14.5, and E16.5 at single-cell level. Analysis of single-cell transcriptomic data at multiple time points showed temporal-specific differentiation events toward muscle, dermis, and brown adipocyte, identified marker genes for putative progenitors and revealed transcription factors that could drive lineage-specific differentiation. We then utilized a combination of surface markers identified in the single-cell data, Pdgfra, Thy1, and Cd36, to enrich brown adipocytes, dermal fibroblasts, and progenitors specific for these two cell types at E14.5 and E16.5. These enriched cell populations were then used for further culture and functional assays in vitro, in which *Wnt5a* and *Rgcc* are shown to be important factors that could alter lineage decisions during embryogenesis. Notably, we found a bipotent progenitor population at E14.5, having lineage potentials towards both dermal fibroblasts and brown adipocytes. They were termed eFAPs (embryonic fibro/adipogenic progenitors) as they functionally resemble adult fibro/adipogenic progenitors. Overall, this study provides further understanding of the Pax7 lineage during embryonic development using a combination of lineage tracing with temporally sampled single-cell transcriptomics.

## Introduction

The spatiotemporal regulation of lineage progression of different tissues has always been a focus of developmental biology. Multiple lines of evidence have shown that different cell types branch out from a common progenitor at different time points^1–4^. These transient lineage specification events are hard to capture, making it extremely difficult to understand the key transcriptional regulators of these events. One example is the development of skeletal muscle and brown adipose tissue (BAT) from the dermomyotome, an epithelial structure in the dorsal part of segmented somites^5–7^. In rodents, both tissues are derived from the *Myf5*^+^ and *Pax7*^+^ mesodermal progenitors^8^. It is still unclear whether there are distinct subpopulations of cells within these common progenitors that give rise to different lineages, or whether the lineage specification occurs via transcriptional regulation of a multipotent precursor cell. To address this question, multiple lineage tracing experiments with stable genetically engineered reporter systems have been conducted to examine the fate of certain cell populations known to give rise to muscle and adipose tissue. Firstly, *Myf5* expressing mesodermal progenitors in *Myf5*^*Cre*^:*R26R3*^*YFP*^ mice were shown to give rise to muscles and BAT, but not white adipose tissue (WAT)^9^. Secondly, *Pax7*^+^ precursors are known to contribute to both the neural crest and the muscle tissue, with mouse *Pax7* expression found as early as E8.0 in the neural crest and later also in the somites^10^, and this lineage was also carefully examined with the *Pax7*^*Cre-ERT2*^ tamoxifen inducible system by Lepper and colleagues^11^: labeling of the *Pax7*^+^ cells at E8.5 or earlier resulted in reporter expression mainly in the neural crest, which was also observed by Murdoch et al.^10^; tamoxifen induction between E9.5-E10.5 led to labeling of multiple different tissues including muscles, BAT, and dorsal dermis; while late induction of recombination (i.e., after E12.5) predominantly labeled muscles^11^. A third study using a similar inducible lineage tracing system targeting the *En1* expressing cells showed that *En1*^*+*^ progenitors could also give rise to muscle, BAT and dermis^5^. These findings greatly advanced our knowledge of the muscle and BAT developmental origins, revealing unexpected heterogeneity of the *Myf5*^+^/*Pax7*^+^/*En1*^+^ precursors as well as the temporally dynamic changes in their potency.

Reprogramming experiments in fibroblasts by overexpression of master transcription factors, such as MyoD and Prdm16, demonstrated the roles of such transcription factors in establishing lineage-specific transcriptional programs of muscles and BATs respectively^12,13^. Strikingly, these self-reinforced lineages seem to be relatively plastic, and transitions between fate-established cells of different lineages were observed when important factors were targeted. In BAT, knockdown of Prdm16 shifted the lineage towards myoblasts^9^. In muscle, our previous work and the work from Wang et al. demonstrated that deletion of Pax7 in the juvenile myogenic precursor cells, or deletion of MyoD in myoblasts induced a cell fate change from myoblasts to brown adipocytes, although the change of cell fate in vivo is very inefficient postnatally^14,15^. Molecularly, we showed that Myf5 and MyoD, the known downstream targets of Pax7, induce the expression of a transcription repressor E2f4 that in turn suppresses the lineage of brown adipocytes by inhibiting the expression of Prdm16^14^. This Pax7-Myf5/Myod1-E2f4-Prdm16 axis also explained the sustained *Pax7* expression in muscle lineage, but not brown adipocytes^14^. In addition to the transcription factors, the muscle-enriched miR-133 also represses the BAT lineage in the muscles by directly targeting *Prdm16* mRNA^16^. Interestingly, overexpression of the Notch intracellular domain (NICD) in the *Pax7*-deficient muscle satellite cells repressed both MyoD and miR-133, leading to further shift to the BAT lineage^17^. Understanding the molecular regulation of the BAT/muscle/dermis lineage specification will help us understand the maintenance and plasticity of these cell types under adult homeostasis and pathological conditions, as well as provide potential therapeutic strategies for metabolic diseases. To further understand the complex regulation of the developmental process, systematic approaches at single-cell level should be employed.

Although the lineage-tracing experiments revealed the developmental origins of the muscle, BAT, and dorsal dermis, they cannot provide molecular explanations of the lineage specification. Moreover, manipulations of the key transcription factors were mainly done under in vitro culture systems, making it hard to elucidate the branching events in time and space during development. Single-cell RNA sequencing (scRNA-seq) technology will enable high-throughput transcriptome profiling of the *Pax7*^+^ progenitors as well as their descendants, and at the same time allows cell type determination. In this work, we labeled Pax7-expressing cells at E9.5 using the *Pax7*^*CreER*^*:R26R-stop-EYFP* mice and performed scRNA-seq experiments with sorted YFP^+^ descendent cells at E12.5, E14.5, and E16.5. Our data identified the three cell types previously found to arise from somitic mesodermal Pax7-expressing cells, and their lineage progression trajectories were reconstructed from a common progenitor. Using the scRNA-seq data, we discovered unique cell surface markers that enabled isolation of early lineage-specified progenitor cells, which subsequently facilitated our functional assays in vitro. Importantly, we generated a roadmap of Pax7 lineage development at single-cell resolution, which expands our understanding of important transcriptional programs and signaling pathways that drive cell fate decisions at an early stage.

## Results

### Pax7 lineage tracing at single-cell resolution captures temporal transcriptomic progression of the cell fate transition from progenitors to three tissue lineages

The *Pax7*-expressing progenitors from the somitic dermomyotome have been reported to contribute to skeletal muscle, brown adipose tissue, and dorsal dermis^8,11,18^. Using *Pax7*^*CreER*^*:R26R-stop-EYFP* embryos, wherein tamoxifen-induced YFP expression labels progenies of *Pax7*^+^ progenitors (even if *Pax7* itself is no longer expressed), we performed scRNA-seq profiling of *Pax7* lineage progenies at E12.5, E14.5, and E16.5 after induction of YFP at E9.5. To balance the number of cells analyzed while also being able to detect gene expression with high sensitivity, cells harvested at the same developmental time points were profiled using two different technology platforms: Smart-seq2 (ss2) to capture full-length transcripts at high sensitivity^19^, and high-throughput 10× Chromium Single Cell Gene Expression (10×). 

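The deposited single-cell tables hold 1 column per cell with counts on genes that were not normalized. On the 10× platform there was 1 library per time point, counted by the authors with Cell Ranger in unique molecular identifiers (UMIs), with 1017 cells at E12.5, 968 at E14.5 and 949 at E16.5. The Smart-seq2 cells came from 15 plates by their titles, although the batch label gives the same plate number to a pair of these at E12.5 and to a pair at E16.5. The authors estimated their transcript counts with kallisto and summed them per gene with tximport, which gives expected counts that are not whole numbers. The sample list names 541 Smart-seq2 cells at E12.5, 352 at E14.5 and 384 at E16.5, of which the table holds 314, 326 and 342. All cells in both tables already met the paper's limits of a YFP count above 0, at least 4000 detected genes on Smart-seq2 and at most 15000 UMIs on 10×. The paper's limit of 8% mitochondrial counts removed 13 of the 10× cells and 51 of the Smart-seq2 cells, all 51 from E16.5, which left 3852 cells. A kept 10× cell held a median of 2185 UMIs at E12.5 (range 504 to 12444), 5930 at E14.5 (540 to 14955) and 1607.5 at E16.5 (407 to 6134). A kept Smart-seq2 cell held a median of 393416 expected counts at E12.5 (range 40081 to 3402314), 769833 at E14.5 (154844 to 3520673) and 829590 at E16.5 (40475 to 2694971). The mean over kept Smart-seq2 cells was 0.901M expected counts, beside the paper's stated mean of 1.29M reads. For 10×, the paper's stated depth counts reads per cell, which the table does not hold. All values reported for single cells use the UMIs and expected counts of the tables.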

The overall experimental schematic is shown in Fig. 1a. After integrating the ss2 and 10× data, datasets were clustered to identify subpopulation and visualized using UMAP (Fig. 1b, c); the integrated result shows consistent mixing between datasets, indicating reproducibility between platform technologies (Supplementary Fig. S1a). 

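The counts of 15147 genes found in both tables were normalized per cell, and the platforms were joined with Seurat's canonical correlation anchors on 2000 variable genes and 30 principal components, in place of the scVI model that the authors used. Before the variable genes were chosen, 117 genes that the paper reports as results were left out, so that no reported gene helped to form the classes it is reported for. Louvain clustering at resolution 0.8 gave 17 clusters, and each of them held cells of both platforms. The deposited files carry no cluster labels, so each cluster was named from marker lists taken mostly from the paper's supplementary tables. The paper made these tables from its own 5162 cells of this experiment, 4001 without neurons and pericytes, which is more than the 3852 and 2893 cells used here. The names (EP-like, LP-like and so on) therefore follow the paper's clusters and are not independent evidence for them, and shares and counts of cells are those of the smaller set. Of 3826 named cells, 99.9% kept their class when the resolution was 0.4 and 97.3% when the reported genes took part. Clustering each platform alone moved the classes most, with 96.2% of these cells in the same class. A doublet caller (Scrublet) marked 8 of the 10× cells at E12.5, 3 at E14.5 and 7 at E16.5. Each time point was measured once per platform, and cells of 1 pool are not replicates of each other. Intervals on shares and counts, and the limits given for counts of 0, cover counting error only and say nothing about differences between embryos.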

Based on marker genes expressed by each cluster, we identified cell types of the myogenic (*Myod1* and *Myog* in the Early Muscle (EM) and Late Muscle (LM) clusters), adipogenic (*Fabp4* and *Pparg* in the Brown Adipocyte (BA) cluster) and dermal (*Twist2* and *Crabp1* in the Dermal Fibroblast (DF) cluster) lineages (Supplementary Table S1). In addition, neuronal (*Ascl1* and *Robo3* in the Neuronal (N) cluster) lineage was also identified (Fig. 1d). 

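For each class and platform, the counts of a gene were summed over cells and scaled to the total of all counts in the class (CPM). In the 10× data, *Myod1* (chromosome 7 of GRCm38, 46376474 to 46379099) reached 211 CPM in EM-like cells (95% Poisson interval 194 to 230) and 334 CPM in LM-like cells (295 to 377), beside 1.39 CPM in DF-like cells (0.169 to 5.03). *Myog* (chromosome 1, 134289989 to 134292548) reached 310 CPM in EM-like and 3285 CPM in LM-like cells, beside 9.75 CPM in DF-like cells. *Fabp4* (chromosome 3, 10204088 to 10208576) reached 4599 CPM in BA-like cells and 2.40 CPM in EM-like cells. For *Pparg* (chromosome 6, 115360951 to 115490399) the values were 150 CPM in BA-like cells (119 to 187) and 0.399 CPM in EM-like cells (0.0101 to 2.23). DF-like cells held 789 CPM of *Twist2* (chromosome 1, 91801461 to 91848028) and 3251 CPM of *Crabp1* (chromosome 9, 54764748 to 54773110), and EM-like cells held 6.39 and 25.2 CPM of the same genes. The Smart-seq2 sums ranked these classes in the same order, with 1675 CPM of *Fabp4* and 381 CPM of *Pparg* in BA-like cells, and 760 CPM of *Twist2* and 1906 CPM of *Crabp1* in DF-like cells. No counting interval is given for Smart-seq2 sums, since expected counts are not counts of molecules.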

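*Robo3* (chromosome 9 of GRCm38, 37415669 to 37433246) reached 179 CPM in the 10× sum of N-like cells, beside 4.18 CPM in DF-like cells (95% Poisson interval 1.53 to 9.10). On Smart-seq2, N-like cells held 679 CPM of *Robo3*. The N-like class held 901 cells in 4 clusters, 637 of them from 10× and 264 from Smart-seq2.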

Cluster identities were later confirmed by in vitro assays (Supplementary Fig. S5b). Together, these approaches confirm that we captured all known major cell types derived from *Pax7*-expressing progenitors in our data.

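Among the 3852 clustered cells, 405 were EP-like, 757 LP-like, 694 EM-like, 237 LM-like, 598 DF-like and 176 BA-like, and N-like and PE-like cells together made up 959. A further 26 cells formed 1 cluster that reached the naming score for none of the classes. All 26 were N-like when each platform was clustered alone. From marker genes and in vitro assays, the paper concludes that the known major cell types of this lineage were captured.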

**Fig. 1:**
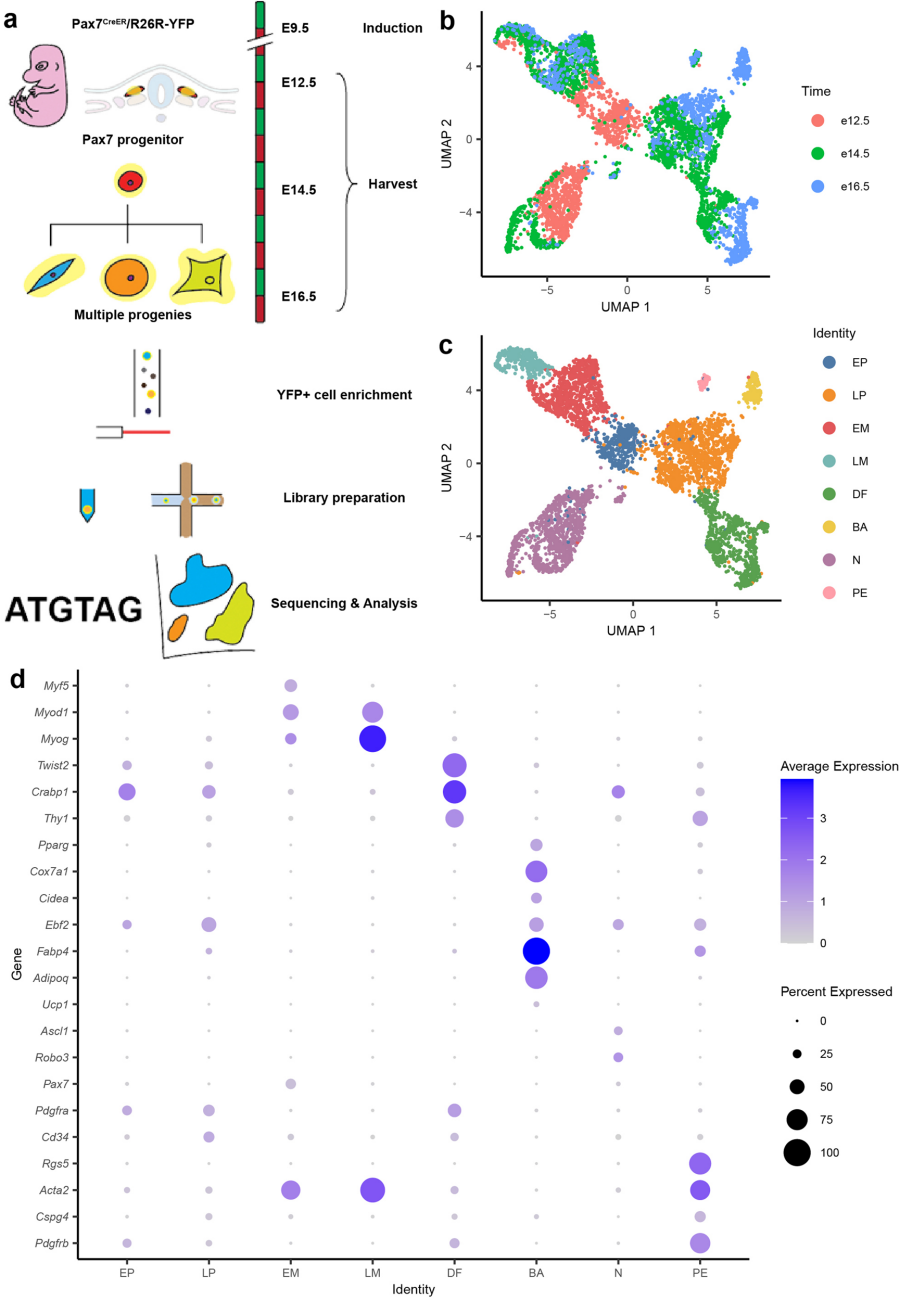
Workflow and cell type identification in Pax7 lineage. **a** Workflow schematic of Pax7 lineage profiling. *Pax7*^*CreER*^*:R26R-stop-EYFP* embryos were induced with tamoxifen on E9.5, and harvested on E12.5, E14.5, and E16.5. Progenies of Pax7^+^ progenitor cells were enriched and sorted by YFP signal. YFP^+^ cells were prepared for sequencing using either Smart-seq2 or 10× protocol, followed by bioinformatic analysis. **b** Uniform manifold approximation and projection (UMAP) of YFP^+^ cells from *Pax7*^*CreER*^*:R26R-stop-EYFP* embryos on E12.5, E14.5, and E16.5. Two datasets from Smart-seq2 and 10× protocol were integrated using scVI for visualization and analysis. Cells were labeled by harvest time of embryos. **c** UMAP of YFP^+^ cells from *Pax7*^*CreER*^*:R26R-stop-EYFP* embryos on E12.5, E14.5, and E16.5. Cells were clustered by unsupervised clustering and were named by identity based on gene expression profile. EP, early progenitor; LP, late progenitor; EM, early muscle; LM, late muscle; BA, brown adipocyte; DF, dermal fibroblast; N, neuron; PE, Pericyte. **d** Dot plot of gene expressions that were used to identify clusters. Each row corresponds to the marker genes for different cell types.

For cluster annotation, we first examined the expression of four known myogenic regulatory factors (MRF) in the myogenic lineage: *MyoD*, *Myf5*, *Myf6* (MRF4), and *Myog*^20^. 

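*Myf5* and *Myf6* lie next to each other on chromosome 10 of GRCm38, from 107482908 to 107486134 and from 107492853 to 107494737. In the 10× data, 25.1% of EM-like cells (133 of 529, 95% exact binomial interval 21.5% to 29.1%, median 3376 UMIs per cell) had at least 1 UMI of *Myf5*. None of the 476 DF-like cells had one (median 1724.5 UMIs per cell), which allows a share of up to 0.630%. *Myf6* was found in 5 of the 529 EM-like cells (0.945%) and in 0 of 164 LM-like cells (median 5106.5 UMIs), which allows a share of up to 1.83%. On Smart-seq2, *Myf6* had a count in 6 of 165 EM-like cells (3.64%, 1.35% to 7.75%) and in 0 of 73 LM-like cells, which allows up to 4.11%. Shares of cells with a count of a gene were also computed after thinning to equal depth and at other clustering resolutions. Of these 270 values, 230 stayed within the binomial interval of the main value. Each other resolution left 99.9% of named cells in their class, so changes of class can hardly account for the 40 values that moved.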

Gene expressions of *Myod1*, *Myf5*, and *Myog* were observed as expected with strong expression in EM and LM; *Myf6* expression was absent, as its expression is suppressed around E11.5 and re-expressed at the start of secondary myogenesis^21^. Among them, *Myf5* and *Myod1* are transcription factors that determine the myogenic cell fate in early muscle precursor cells^22^. *Myog*, on the other hand, is expressed upon the onset of myogenic differentiation and marks the late-stage myogenic cells. 

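At each time point, cells of both muscle classes were found on both platforms. Across time points the EM-like class held 211 cells at E12.5, 272 at E14.5 and 211 at E16.5. The LM-like cluster held 49, 122 and 66 cells at these time points. On Smart-seq2, *Myod1* had a count in 74.5% of 165 EM-like cells and 98.6% of 73 LM-like cells, beside 4.10% of 122 DF-like cells, with medians of 677368, 792132 and 979567 expected counts per cell. *Myog* had a count in 34.5% of EM-like, 97.3% of LM-like and 4.10% of DF-like Smart-seq2 cells. *Myf5* had a count in 77.6% of EM-like cells, 13.7% of LM-like cells and 3.28% of DF-like cells. In LP-like cells, *Myod1* and *Myf5* had counts in 1.38% and 2.07% of 145 Smart-seq2 cells.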

Only clusters EM and LM, spanning from E12.5 to E16.5, express all three transcription factors. EM expresses both *Myf5* and *Myod1* while LM downregulates *Myf5* and starts to express *Myog* (Fig. 1d; Supplementary Fig. S1b). This observed timing of the regulation of *Myf5*, *Myod1*, and *Myog* expression is consistent with the classical understanding of myogenic lineage commitment and differentiation^23,24^.

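Counts were summed per class in each pool (1 platform and time point), and EM-like and LM-like sums of 5 pools were compared with the pool as a block. The Smart-seq2 pool of E12.5 held 14 LM-like cells, under the minimum of 20, and was left out. *Myf5* was lower in LM-like cells in 5 of 5 pools, with a log2 fold change of -5.29 (standard error 0.33, adjusted p = 4.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myog* was higher in LM-like cells in every pool, with a log2 fold change of 3.72 (standard error 0.18, adjusted p = 1.2e-11 from the same edgeR test). For *Myod1* the log2 fold change was 0.71 (standard error 0.17, adjusted p = 0.0031 from the same edgeR test), also higher in 5 of 5 pools. Of 8056 genes tested, 1007 were higher and 1072 lower in LM-like cells at an adjusted p under 0.05. With the 10× pools alone, 789 genes passed. Without the Smart-seq2 pool of E14.5 the count was 1284, without that of E16.5 it was 1290. The test compares cell classes within pools, and its error is the spread of that difference between pools.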

*Twist2* is a transcription factor previously reported as a marker for dermal differentiation^25–27^. Its importance in dermis development has been demonstrated in *Twist2*^−/−^ mice with atrophic dermis^28^. Cluster DF expresses high levels of *Twist2* and includes cells from E14.5 and E16.5, indicating its dermal identity (Fig. 1d). 

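The DF-like class held no cell from E12.5, 212 cells from E14.5 and 386 from E16.5. In the 10× data, 79.0% of 476 DF-like cells had a UMI of *Twist2* (95% interval 75.1% to 82.6%, median 1724.5 UMIs per cell), beside 2.65% of 529 EM-like cells (1.45% to 4.40%, median 3376 UMIs). After thinning to 1000 UMIs of the cells that held at least as many, these shares were 58.8% and 0.587%. In the 4 pools with both classes, *Twist2* was higher in DF-like than in LP-like sums, by a log2 fold change of 4.07 (standard error 0.17, adjusted p = 4.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).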

Like *Twist2*, retinoic acid-binding protein *Crabp1* (Fig. 1d) is another known gene marker for the dermal cell population^25^, and it is also expressed by cluster DF, although its role in dermis development remains unclear^25^. Furthermore, Thy1 (Cd90) has previously been described as a surface marker of dermal fibroblasts^29^, and was also found to be enriched in DF (Fig. 1d). 

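*Crabp1* had a UMI in 77.9% of DF-like 10× cells (95% interval 73.9% to 81.6%, median 1724.5 UMIs), 48.2% of EP-like cells (42.3% to 54.2%, median 1452 UMIs), 30.2% of LP-like cells (26.6% to 34.0%, median 3687.5 UMIs) and 3.11% of BA-like cells (1.02% to 7.10%, median 3037 UMIs). It was higher in DF-like than in LP-like sums in 4 of 4 pools, with a log2 fold change of 3.99 (standard error 0.14, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).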

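*Thy1* (chromosome 9 of GRCm38, 44043384 to 44048579) had a UMI in 52.5% of DF-like 10× cells (95% interval 47.9% to 57.1%, median 1724.5 UMIs), 5.07% of LP-like cells (3.47% to 7.11%, median 3687.5 UMIs) and 0.756% of EM-like cells (0.206% to 1.92%, median 3376 UMIs). On Smart-seq2, *Thy1* had a count in 95.9% of DF-like cells but also in 43.0% of EM-like cells, where the sum was 1.75 CPM against 73.7 CPM in DF-like cells. The log2 fold change between DF-like and LP-like sums was 4.28 (standard error 0.18, adjusted p = 4.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 4 of 4 pools.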

The emergence of dermal fibroblasts from somitic mesoderm Pax7^+^ progenitors has not been molecularly characterized before. All evidence strongly suggests that DFs are indeed dermal fibroblasts.

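Across all genes, 13129 were tested between DF-like and LP-like sums in 4 pools, and 843 were higher and 860 lower in DF-like cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the 10× pools alone the count was 582. Without the 10× pool of E14.5 it was 942, and without that of E16.5 it was 1031. From *Twist2*, *Crabp1* and *Thy1*, the paper proposes that the DF cluster consists of dermal fibroblasts.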

*Pax7*^+^ precursors are also known to give rise to BAT, but not WAT^8,11^. To distinguish between the two, we first examined the expression of *Ucp1*, which encodes a protein that uncouples mitochondria inner membrane potential and generates heat in the BAT^8,30,31^. 

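*Ucp1* lies on chromosome 8 of GRCm38, from 83290352 to 83298452. Of 161 BA-like 10× cells, 15 had a UMI of *Ucp1* (9.32%, 95% exact binomial interval 5.31% to 14.9%, median 3037 UMIs per cell). No DF-like cell of 476 had one (median 1724.5 UMIs), which allows a share of up to 0.630%. On Smart-seq2, 7 of 15 BA-like cells had a count of *Ucp1* (46.7%, median 765610 expected counts), and 0 of 122 DF-like cells had one (median 979567 expected counts), which allows a share of up to 2.46%.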

We only found a small number of cells expressing *Ucp1* in the adipogenic cell clusters BA (Fig. 1d); in line with our observations, a previous report also showed low *Ucp1* mRNA level in E16.5 embryonic BAT, only to be significantly higher from E17.5 onwards^32^. Therefore, we also used a combination of other reported BAT markers, including *Pparg*, *Prdm16*, *Cox7a1, Cidea,* and *Ebf2* to define BAT^8^, and indeed these markers were upregulated in cluster BA (Fig. 1d; Supplementary Fig. S1d). 

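BA-like and LP-like cells occurred together in sums of at least 20 cells in 1 pool only, the 10× library of E16.5, with 498877 UMIs in BA-like and 360911 in LP-like cells on the genes of both tables. No test across pools was possible, and the ratios carry conditional exact intervals for counting error. *Pparg* had 74 UMIs in BA-like and 6 in LP-like cells, a log2 ratio of 3.16 (95% interval 1.97 to 4.65). The log2 ratio of *Cox7a1* (chromosome 7, 30184144 to 30186078) was 6.54 (4.99 to 8.83), from 387 UMIs against 3. *Cidea* (chromosome 18, 67343604 to 67367785) had 74 UMIs against 1, a log2 ratio of 5.74 (3.22 to 11.07). *Prdm16* (chromosome 4, 154316125 to 154636873) had 27 UMIs in BA-like and 0 in LP-like cells. With the floor of 3 counts in place of the 0 its log2 ratio was 2.70, and its exact 95% interval began at 2.30. For *Ebf2* (chromosome 14, 67233292 to 67430918) the log2 ratio was 1.02 (0.47 to 1.61). Under other class settings, none of the 60 values of 10 such log2 ratios in this library (*Rgcc*, *Cd36*, *Pparg*, *Cox7a1*, *Cidea*, *Ebf2*, *Fabp4*, *Adipoq*, *Srebf1* and *Pdgfra*) fell outside its interval. *Prdm16* was not among the 10. With all deposited cells clustered, a setting chosen after the data were seen, the Smart-seq2 pool of E16.5 also gave these ratios. Those of *Cd36* (3.52), *Pparg* (4.70), *Cidea* (14.46) and *Fabp4* (5.42) lay above the 10× intervals, and the others of the 10 lay within. The size of the *Cidea* ratio rests on 16572 counts in BA-like against 1 in LP-like cells.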

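In the 10× library of E16.5, *Fabp4* had 2421 UMIs in BA-like cells and 104 in LP-like cells, a log2 ratio of 4.07 (95% interval 3.79 to 4.37). *Adipoq* (chromosome 16 of GRCm38, 23146536 to 23158028) had 269 UMIs against 7, a log2 ratio of 4.80 (3.73 to 6.13). *Plin1* (chromosome 7, 79720218 to 79732903) had 55 UMIs in BA-like cells and 0 in LP-like cells. With the floor of 3 counts in place of the 0 its log2 ratio was 3.73, and its exact 95% interval began at 3.38. On Smart-seq2, all 14 BA-like cells of E16.5 had counts of *Fabp4* and *Adipoq*, beside 11.0% and 4.11% of 73 DF-like cells, with medians of 740281 and 879861 expected counts per cell.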

Adipocyte-specific genes such as *Fabp4*, *Adipoq*, and *Plin1*^8,33^ (Fig. 1d) were upregulated as well. Among these, *Ebf2* has been reported as a key lineage-determining factor for BAT and is responsible for establishing the thermogenic gene program^34–36^. Consistent with previous literature showing that its functions are not limited to brown adipocyte precursors^37^, *Ebf2* was expressed not only in BA, but also in the Early Progenitor (EP), Late Progenitor (LP), and N clusters (Fig. 1d).

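*Ebf2* had a UMI in 44.1% of BA-like 10× cells (95% interval 36.3% to 52.1%, median 3037 UMIs), 34.6% of LP-like cells (30.9% to 38.6%, median 3687.5 UMIs), 22.3% of EP-like cells (17.6% to 27.7%, median 1452 UMIs) and 27.2% of N-like cells (23.7% to 30.8%, median 2729 UMIs). In DF-like cells the share was 2.10% (1.01% to 3.83%, median 1724.5 UMIs) and in EM-like cells 2.46% (1.31% to 4.17%, median 3376 UMIs). The Smart-seq2 sums held 310 CPM of *Ebf2* in BA-like, 343 in LP-like, 175 in EP-like and 231 in N-like cells, against 1.49 in DF-like and 4.30 in EM-like cells.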

In addition to the previously reported lineages derived from *Pax7*^+^ precursors, we also observed additional cell populations in our dataset that mostly originate from the earlier developmental time points (E12.5 and E14.5). Furthermore, they express multiple lineage-determining factors but at low levels (Fig. 1d). 

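The EP-like class held 282 10× cells and 123 Smart-seq2 cells, and 403 of these 405 cells came from E12.5. The LP-like class held 612 10× cells and 145 Smart-seq2 cells, of which 425 came from E14.5 and 327 from E16.5. EP-like cells came from 1 cluster and LP-like cells from 3. No pool held at least 20 cells of both classes, so EP-like and LP-like cells could not be compared within a pool.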

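In the Smart-seq2 sums, *Twist2* reached 109 CPM in EP-like cells and 37.1 CPM in LP-like cells, and 0.810 CPM in EM-like cells. *Pparg* reached 0.188 CPM in EP-like and 34.2 CPM in LP-like cells, beside 0.772 CPM in EM-like cells. *Prdm16* (7.31 CPM) was lower in LP-like than in EM-like cells (27.7 CPM). *Myod1* reached 1.10 CPM in EP-like cells, from 1 cell, and 0.0364 CPM in LP-like cells, beside 0.334 CPM in DF-like cells.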

Their developmental timing and apparent multi-lineage gene expression suggest that these cells are transient developmental progenitor populations that are difficult to be captured without using single-cell technology. Thus, careful examination of these populations may allow us to identify markers for enrichment, and to understand the cellular and molecular regulations of lineage decision. The EP consisted of cells mostly from E12.5 with high level of *Pdgfra* expression (Fig. 1d), which is a marker for mesenchymal progenitors in the adult stage^38^. On the other hand, expression of *Pax7* and *Myf5* in cluster EP is low (Fig. 1d; Supplementary Fig. S1c); and since cells adopting a cell fate other than muscle quickly downregulate Pax7^39^, this suggests that EP are not restricted to myogenic lineage. 

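EP-like cells made up 27.6% of the 10× cells at E12.5 (281 of 1017, 95% exact binomial interval 24.9% to 30.5%) and 38.9% of the Smart-seq2 cells (122 of 314, 33.4% to 44.5%). *Pdgfra* (chromosome 5 of GRCm38, 75152292 to 75198215) had a UMI in 9.57% of EP-like 10× cells (6.40% to 13.6%, median 1452 UMIs), beside 0.567% of EM-like cells (0.117% to 1.65%, median 3376 UMIs). On Smart-seq2, it had a count in 87.0% of EP-like cells and 18.8% of EM-like cells, with medians of 243884 and 677368 expected counts. Among the EP-like shares, clustering each platform alone moved the Smart-seq2 value at E12.5 most, to 26.4%.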

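*Pax7* (chromosome 4 of GRCm38, 139737062 to 139833528) had a UMI in 3 of 282 EP-like 10× cells (1.06%, 95% interval 0.220% to 3.08%, median 1452 UMIs), beside 18.3% of EM-like cells (15.1% to 21.9%, median 3376 UMIs) and 0 of 476 DF-like cells, which allows up to 0.630% (median 1724.5 UMIs). On Smart-seq2, *Pax7* had a count in 10.6% of EP-like cells (5.75% to 17.4%) and 75.2% of EM-like cells. *Myf5* had a UMI in 4 of the 282 EP-like 10× cells (1.42%, 0.388% to 3.59%) and a count in 3 of 123 EP-like Smart-seq2 cells (2.44%). From the low level of these genes, the paper proposes that the EP cluster is not restricted to the myogenic lineage.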

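In EP-like 10× cells (median 1452 UMIs), *Twist2* had a UMI in 47 of 282 cells (16.7%), beside 2.65% of EM-like cells (median 3376 UMIs). *Thy1* had a UMI in 3 of 282 EP-like cells (1.06%, 0.220% to 3.08%), close to the 0.756% of EM-like cells. *Fabp4* was found in 1 EP-like cell (0.355%). No EP-like 10× cell had a UMI of *Pparg*, *Adipoq*, *Plin1* or *Ucp1*, which allows a share of up to 1.06% for each. *Crabp1*, a dermal marker, reached 506 CPM in the EP-like 10× sum (95% Poisson interval 447 to 571) and 547 CPM in the Smart-seq2 sum.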

Lineage-specific genes Twist2 and Ebf2 that mark dermal fibroblasts and brown adipocytes, respectively, were both expressed in this cluster; yet there are no other genes expressed that could identify these EPs as either of these two cell types. Given the first observation of dermal fibroblasts and brown adipocytes that bear differentiated gene markers were at E14.5 and E16.5, EPs from E12.5 are likely to be a mixture of progenitors that can further develop into the myogenic lineage, as well as either dermal or brown adipogenic lineage at later stage. Interestingly, these adult-mesenchymal-progenitor-like cells have not been described in the embryonic development of the mesodermal *Pax7* lineage. The lack of annotation of this population in the literature could be due to the limitations in conventional techniques to identify and isolate these transient state progenitors during development.

In addition to the EP population, LP also did not have a gene expression signature that fit any known terminally differentiated lineages (Fig. 1d). Like the EP described above, the LPs also express the mesenchymal progenitor marker gene *Pdgfra* (Fig. 1d). They are also marked by *Cd34* (Fig. 1d), a common marker for a diverse group of progenitors^40^, which further implies their transient progenitor identity. 

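*Pdgfra* had a UMI in 22.4% of LP-like 10× cells (95% interval 19.1% to 25.9%, median 3687.5 UMIs), beside 0.610% of LM-like cells (0.0154% to 3.35%, median 5106.5 UMIs). The LP-like 10× sum held 65.8 CPM (95% Poisson interval 56.3 to 76.4) and the EP-like sum 61.1 CPM (41.8 to 86.3). Between the summed classes the log2 fold change of *Pdgfra* (LP-like over EP-like) was 0.62 (standard error 0.39, adjusted p = 0.44 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so no difference could be shown.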

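*Cd34* (chromosome 1 of GRCm38, 194938819 to 194961279) had a UMI in 19.8% of LP-like 10× cells (95% interval 16.7% to 23.2%, median 3687.5 UMIs), beside 2.13% of EP-like cells (0.785% to 4.57%, median 1452 UMIs) and 0.610% of LM-like cells (0.0154% to 3.35%, median 5106.5 UMIs). In 6 sums, *Cd34* was higher in LP-like than in EP-like cells, with a log2 fold change of 3.32 (standard error 0.63, adjusted p = 0.010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With either of the EP-like sums left out and the other 5 sums kept, *Cd34* no longer passed an adjusted p of 0.05. The 10× sums alone hold a single EP-like sum, so a test on them rests on the spread between LP-like sums of E14.5 and E16.5. By summed counts the log2 ratio of *Cd34* was 2.47 on 10× and 2.80 on Smart-seq2.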

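LP-like cells were 3 of 1017 10× cells at E12.5 (0.295%, 95% exact binomial interval 0.0609% to 0.860%) and 2 of 314 Smart-seq2 cells (0.637%, 0.0772% to 2.28%). At E14.5 they made up 38.7% of 10× cells (35.6% to 41.9%) and 16.0% of Smart-seq2 cells (12.1% to 20.4%). The LP-like share of Smart-seq2 cells at E16.5 rose from 31.3% to 39.5% when each platform was clustered alone, and LP-like cells were then absent from the Smart-seq2 cells of E12.5.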

Interestingly, these cells emerge at later developmental time points (E14.5 and E16.5) in our data (Fig. 1b, c). 

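Between LP-like sums of E14.5 and E16.5 and EP-like sums of E12.5, *Ebf2* had a log2 fold change (LP-like over EP-like) of 0.69 (standard error 0.40, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The platforms went different ways for *Ebf2*, with 142 CPM in LP-like and 163 CPM in EP-like sums on 10×, and 343 and 183 CPM on Smart-seq2. With the 10× sums alone the log2 fold change of *Ebf2* was -0.12, and without the EP-like Smart-seq2 sum it was -0.11. *Twist2* had a log2 fold change of -0.79 (standard error 0.39, adjusted p = 0.29 from the same edgeR test), with 62.0 CPM in LP-like and 114 CPM in EP-like sums on 10×, and 38.5 and 114 CPM on Smart-seq2. *Pax7* had 6 UMIs in the LP-like 10× sum and 3 in the EP-like sum. Its log2 fold change was -3.60 (standard error 1.44, adjusted p = 0.18 from the same edgeR test). Class and time point cannot be separated in this comparison, and neither can the sequencing batch of the Smart-seq2 plates, since EP-like sums come from E12.5 alone.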

Similar to EP, they express lineage-specific transcription factors *Ebf2* and *Twist2* (Fig. 1d), which marks BAT and dermal lineages respectively, but each lineage-specific factor is expressed higher and in more cells than the EP, while also not expressing Pax7. We reasoned that these LP cells may be later stage bipotent progenitors at the diverging point of lineage progression towards either dermal or brown adipogenic lineage, but not myogenic lineage anymore. 

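*Myod1* had a UMI in 4 of 612 LP-like 10× cells (0.654%, 95% interval 0.178% to 1.66%, median 3687.5 UMIs) and in 2 of 476 DF-like cells (0.420%, 0.0509% to 1.51%, median 1724.5 UMIs). *Myf5* had a UMI in 3 LP-like cells (0.490%, 0.101% to 1.43%). *Myog* had a UMI in 5.07% of LP-like cells (3.47% to 7.11%), beside 2.94% of DF-like cells (1.62% to 4.89%). After thinning to 1000 UMIs of the cells that held at least as many, the shares were 1.53% and 1.37%. From their time of appearance and their gene expression, the paper proposes that LP cells are bipotent progenitors of the dermal and brown adipogenic lineages.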

Further validations were performed to demonstrate this in the later part of this study.

A population of cells from the developing neural tube and neural crest expresses *Pax7* as well^10,41–43^, and this population of *Pax7*^+^ progenitors in the ectoderm is known to give rise to commissural neurons in spinal cord^42^, in which Pax3/7 restricts their ventral neuronal identity^10,43^, and induce neuron differentiation^44^. It has been demonstrated that induction at E9.5 or later should predominantly label Pax7 progenitors from the somitic mesoderm, and very few from the neural crest^11^. We found cluster N expressing pro-neural gene *Ascl1*^45,46^ and axon guidance receptor gene *Robo3*^47–50^, suggesting that these could be the residual neural crest Pax7-descendants. 

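*Robo3* had a UMI in 29.8% of 637 N-like 10× cells (95% interval 26.3% to 33.5%, median 2729 UMIs), beside 0.567% of 529 EM-like cells (0.117% to 1.65%, median 3376 UMIs). On Smart-seq2, *Robo3* had a count in 31.1% of 264 N-like cells. N-like cells made up 52.7% of 10× cells at E12.5, 10.2% at E14.5 and 0.319% at E16.5. On Smart-seq2 they made up 126 of 314 cells (40.1%), 130 of 326 (39.9%) and 8 of 291 (2.75%), so the fall from E12.5 to E14.5 was seen on 10× only. The paper proposes that cluster N holds residual descendants of the neural crest.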

We later found corresponding cells in the neural tube of the embryo, explaining why neuronal cells were captured even though we removed the head of embryos prior to YFP sorting (Supplementary Fig. S2a). In addition, a small population of cells from E14.5 and E16.5 were found to express *Rgs5*, *Acta2*, and *Pdgfrb*, which are markers of dermal pericytes (cluster PE). 

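PE-like cells were 12 cells at E14.5, all from 10×, and 46 cells at E16.5, 31 from 10× and 15 from Smart-seq2. None was found among the 1017 10× cells of E12.5, which allows a share of up to 0.295%. *Rgs5* (chromosome 1 of GRCm38, 169655501 to 169695813) had a UMI in 33 of 43 PE-like 10× cells (76.7%, 95% interval 61.4% to 88.2%, median 2208 UMIs), beside 0.210% of DF-like cells (0.00532% to 1.16%, median 1724.5 UMIs). *Acta2* (chromosome 19, 34241090 to 34255590) reached 1504 CPM in PE-like and 65.5 CPM in DF-like 10× sums. *Pdgfrb* (chromosome 18, 61045150 to 61085061) had a UMI in 51.2% of PE-like cells (35.5% to 66.7%), 14.9% of DF-like cells (11.8% to 18.4%) and 0.945% of EM-like cells (0.308% to 2.19%, median 3376 UMIs).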

Another classical pericyte marker *Cspg4* (*Ng2*) was also expressed at low levels in this population^51^. 

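*Cspg4* (chromosome 9 of GRCm38, 56865033 to 56899870) had a UMI in 9 of 43 PE-like 10× cells (20.9%, 95% interval 10.0% to 36.0%, median 2208 UMIs), beside 5.88% of DF-like cells (3.94% to 8.39%, median 1724.5 UMIs) and 1.70% of EM-like cells (0.781% to 3.20%, median 3376 UMIs). The 10× sums held 59.9 CPM of *Cspg4* in PE-like cells (95% Poisson interval 28.7 to 110) and 22.3 CPM in DF-like cells (15.2 to 31.5). On Smart-seq2 the sums were 113 CPM in 15 PE-like cells and 62.3 CPM in 122 DF-like cells.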

The origin of these cells is uncertain: on the one hand, dermal pericytes from mesodermal Pax7-expressing progenitor has not been described previously; on the other hand, although pericytes do arise from the neuroectoderm, these pericytes reside in face and forebrain^52^, and since the embryo head was removed prior to sorting, pericytes of neuroectodermal origin should also have been removed. To focus our study on the Pax7 lineage from the somitic mesoderm, we excluded clusters N and PE from further analysis.

### Pseudotime analysis reveals factors involved in temporal cell fate divergence

Single-cell pseudotime analysis examines the transcriptomic differences between each single cell and uses these observed differences to infer gradual transcriptional changes over time. This type of analysis is useful, especially for single-cell studies that focus on temporal molecular dynamics, including developmental processes. We performed pseudotime analysis using the well-established Monocle 3 package^53–55^ and generated an inferred Pax7^+^ cell lineage progression trajectory on the UMAP embeddings from previous analysis (Fig. 2a). Clusters N and PE are likely from a different lineage and outside the scope of our study, and were excluded from analysis. Accordingly, the pseudotime trajectory constructed by the Monocle package matched well with ground truth developmental time points at which the samples were collected (Fig. 2b). Based on this trajectory analysis, E12.5 marks the first branching point of the Pax7 lineage, giving rise to myoblasts in EM marked by *Myf5* and *Myod1* expression in one branch and the *Pdgfra*-expressing EP in the other. 

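The trajectory was not rebuilt, and the values are those of the classes at E12.5. Of the 10× cells of that time point, 161 were EM-like and 281 EP-like. *Myf5* had a UMI in 26.1% of these EM-like cells (95% interval 19.5% to 33.6%, median 2589 UMIs) and 1.42% of the EP-like cells (4 of 281, median 1451 UMIs). *Myod1* had a UMI in 27.3% of the EM-like cells (20.6% to 34.9%) and 1.78% of the EP-like cells (0.580% to 4.10%). *Pdgfra* went the other way, with 61.4 CPM in the EP-like sum (95% Poisson interval 42.0 to 86.7) and 4.45 CPM in the EM-like sum (0.539 to 16.1). On Smart-seq2 at E12.5, *Pdgfra* reached 297 CPM in EP-like and 94.6 CPM in EM-like cells.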

No DF or BA cells are present at this stage. 

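No DF-like cell was found among 1017 10× cells at E12.5, which allows a share of up to 0.295%, or among 314 Smart-seq2 cells, which allows up to 0.955%. A single 10× cell of E12.5 fell into the BA-like cluster (0.0983%, 95% exact binomial interval 0.00249% to 0.547%) and no Smart-seq2 cell did. With the reported genes kept in the clustering, this share was 0. Clustering each platform alone instead placed 14.3% of the Smart-seq2 cells of E12.5 in a cluster named BA-like, the largest move among the shares of classes. That cluster held 70 cells, 45 of them from E12.5. Its 10 genes with the largest fold held *Fabp4* and *Adipoq*, but also *Alx1* and *Col2a1*, which were among the 10 of the EP-like cluster. EP-like Smart-seq2 cells of E12.5 fell from 122 to 83 in this setting. The name therefore does not show brown adipocytes at E12.5.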

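At E14.5, 163 of 964 10× cells were DF-like (16.9%, 95% exact binomial interval 14.6% to 19.4%), and 49 of 326 Smart-seq2 cells were (15.0%, 11.3% to 19.4%). Of the 373 LP-like 10× cells of that time point, 28.7% had a UMI of *Pdgfra* (24.1% to 33.6%, median 5423 UMIs). None of 216 EM-like cells had one (median 8167 UMIs), which allows up to 1.39%. With the reported genes kept in the clustering, the DF-like share of 10× cells at E14.5 was 13.3%.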

Subsequently, E14.5 marks another branching point, where DF first emerge, and we speculate that they originate from the *Pdgfra*-expressing progenitors (LP). E16.5 marks the final branching point, and at this time point we identified BA marked by unique, albeit low, and *Ucp1* expression. 

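BA-like cells made up 16.9% of 10× cells at E16.5 (159 of 940, 95% exact binomial interval 14.6% to 19.5%) and 4.81% of Smart-seq2 cells (14 of 291, 2.65% to 7.94%). At E14.5 the class held 1 10× cell and 1 Smart-seq2 cell. The mitochondrial limit bears on this class most: 47 of the 51 Smart-seq2 cells above it were BA-like when all deposited cells were clustered, which raises the Smart-seq2 share at E16.5 to 17.5%. That setting was chosen after the data were seen. *Ucp1* reached 41.3 CPM in the BA-like 10× sum of E16.5 (95% Poisson interval 25.6 to 63.1), with no UMI in 236 LP-like cells, which allows a share of up to 1.27%, and none in 313 DF-like cells, which allows up to 0.958%.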

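Of the 10× cells, 25.1% were LP-like at E16.5 (236 of 940, 95% exact binomial interval 22.4% to 28.0%), and of the Smart-seq2 cells 31.3% were (91 of 291). In these LP-like cells of E16.5, *Pdgfra* reached 89.8 CPM on 10× (95% Poisson interval 62.2 to 126) and 204 CPM on Smart-seq2, against 7.87 CPM (2.14 to 20.1) and 3.37 CPM in BA-like cells and 186 CPM (148 to 230) and 344 CPM in DF-like cells of the same time point.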

LP cells persist abundantly from E14.5 to E16.5, and these *Pdgfra*-expressing progenitors appear to give rise to both dermal fibroblasts and brown adipocytes. 

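Across time points, LM-like cells made up 3.44% of 10× cells at E12.5, 9.34% at E14.5 and 4.15% at E16.5, and 4.46%, 9.82% and 9.28% of Smart-seq2 cells. DF-like cells rose to 33.3% of 10× cells at E16.5 (95% exact binomial interval 30.3% to 36.4%) and 25.1% of Smart-seq2 cells (20.2% to 30.5%). Each share comes from 1 pool per platform and time point, and shares were not tested between time points.

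**Figure D1:**
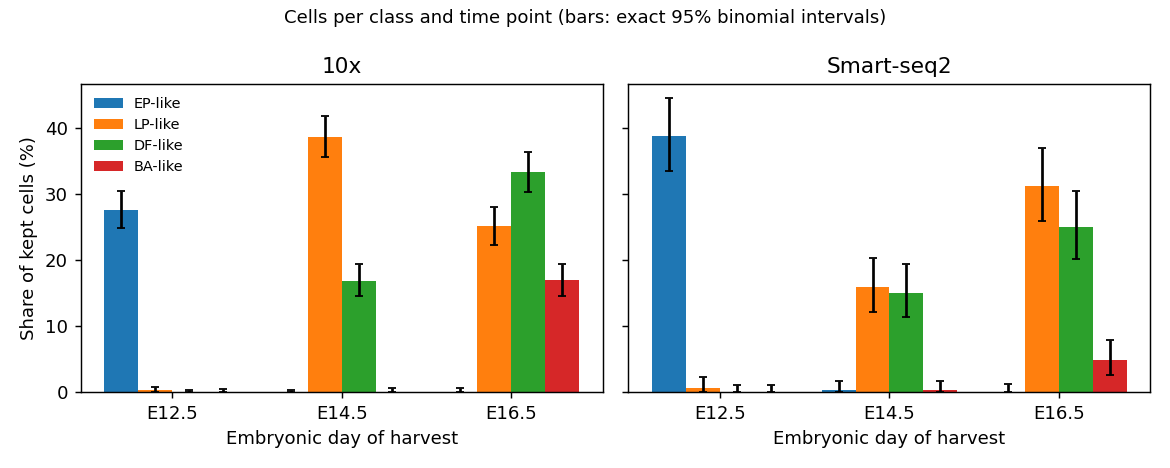
Share of kept cells (percent) in the EP-like, LP-like, DF-like and BA-like classes per time point, in separate panels for 10× and Smart-seq2, with 95% exact binomial intervals as bars. EP-like cells are found at E12.5, DF-like cells from E14.5 and BA-like cells at E16.5, apart from the few cells given by number.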

In summary, the myogenic lineage undergoes commitment the earliest, at E12.5, while dermal and adipogenic lineages appear at E14.5 and E16.5, respectively.

**Fig. 2:**
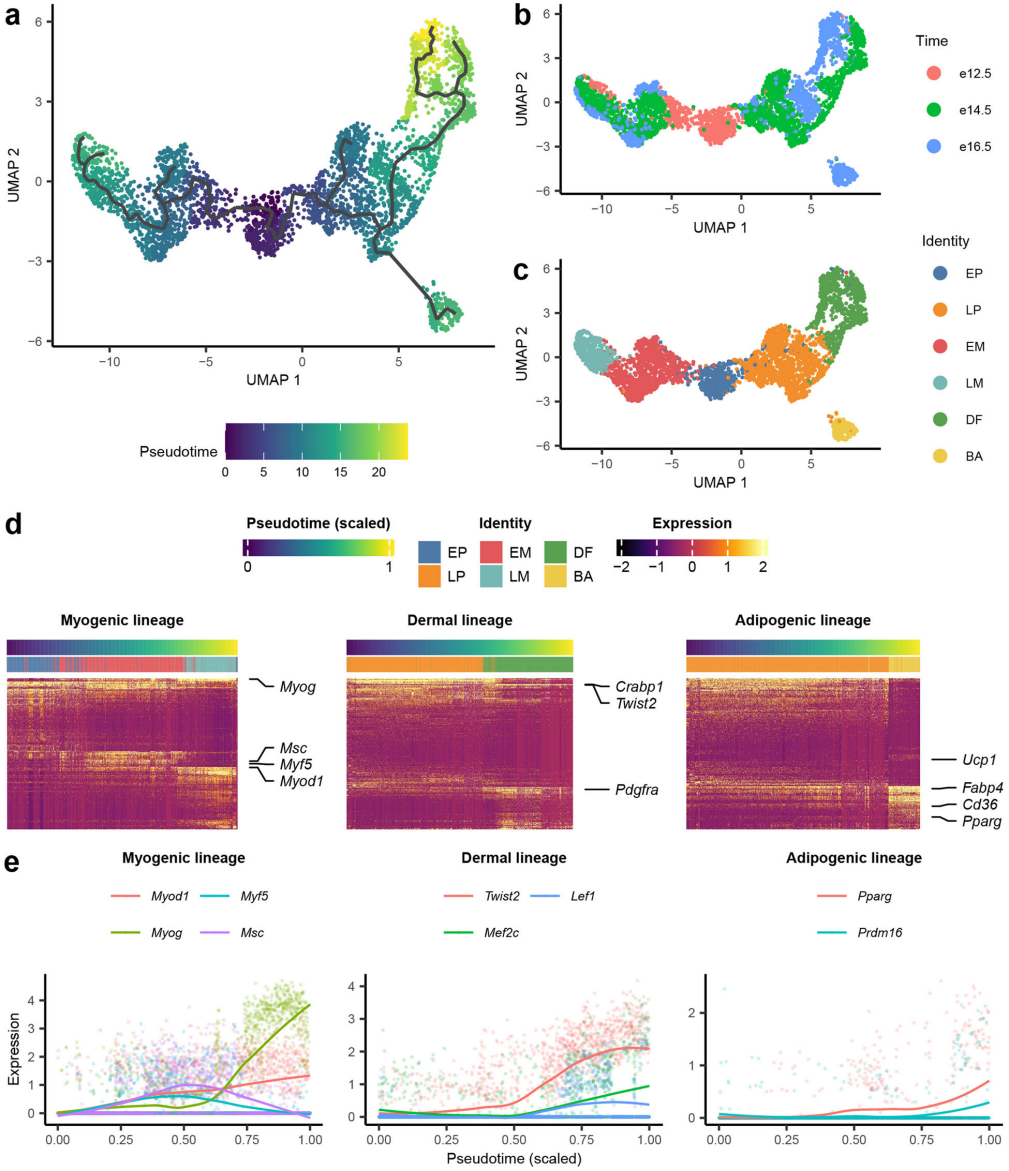
Pseudotime trajectory and its correlation with gene expression in lineages. **a** UMAP of YFP^+^ cells (excluding neurons and pericytes) labeled by pseudotime value with trajectory from Monocle 3. **b** UMAP of YFP^+^ cells (excluding neurons and pericyte) labeled by embryo harvest time. **c** UMAP of YFP^+^ cells (excluding neurons and pericyte) labeled by identity. **d** Z-score heatmap of gene expression in different branches, where rows are genes and columns are cells ranked by pseudotime value. Genes were first fit with generalized additive model (GAM) with ranked pseudotime as independent variable. Genes with the most significant time-dependent model fit (lowest *P*-value) were extracted and clustered by hierarchical clustering. Cells were ordered according to scaled pseudotime value from 0 to 1. Left, Myogenic lineage from EP to EM and LM; Middle, Dermal lineage from LP to BA; Right, Brown adipogenic lineage from LP to DF. **e** Scatter plot of temporally expressed genes obtained from GAM to scaled pseudotime. LOESS line of expression level was shown for each gene.

We then extracted temporally expressed genes with pseudotime in each branch (Fig. 2d, e) using GAM (Supplementary Table S2); this indicates that these genes’ expressions change along with the developmental process, and could also include genes that drive or determine important points in the process. It is also well known that cell fate is often determined and maintained by transcriptional networks governed by master transcription factors (TFs). Thus, to better understand the molecular regulation of lineage progression, we selected only the TFs from the temporally expressed gene list for further analysis (Fig. 2e). In the myogenic lineage (Fig. 2e, left panel), we observed two different trends of TF expression: *Msc* (MyoR) and *Myf5* were upregulated at the early stage in EM but downregulated at the late stage in LM. These TFs are known to be specific to early myogenic progenitors and important for muscle lineage specification^56^, instead of myotube formation. 

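*Msc* (chromosome 1 of GRCm38, 14753346 to 14755992) was lower in LM-like than in EM-like sums in 5 of 5 pools, with a log2 fold change of -3.07 (standard error 0.35, adjusted p = 9.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The LM-like sums of the 10× libraries of E14.5 and E16.5 held only 2 and 1 UMIs of *Msc*. *Msc* differed less between the classes at E16.5 than at E14.5, by 1.38 on the log2 scale (adjusted p = 0.029 from edgeR's test of the interaction). Of *Myf5*, the 10× library of E16.5 had 0 UMIs in LM-like and 20 in EM-like cells.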

Although only the expression pattern of *Msc* but not its role in dermomyotome myogenesis was previously described^57^, it was shown to coordinate the expression of *Myf5* and *MyoD* during mouse craniofacial development^58^. 

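*Mef2c* (chromosome 13 of GRCm38, 83504034 to 83667080) was higher in LM-like than in EM-like sums in 5 of 5 pools, with a log2 fold change of 4.30 (standard error 0.24, adjusted p = 6.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *E2f8* had a log2 fold change of 1.43 (standard error 0.28, adjusted p = 0.00055 from the same edgeR test), higher in each of the 5 pools. For *Sox6* it was 2.47 (standard error 0.40, adjusted p = 8.4e-05 from the same edgeR test), again higher in every pool. In the 10× libraries of E12.5 and E16.5 these directions rest on few UMIs. *E2f8* had 3 in LM-like and 11 in EM-like cells at E12.5, and 3 and 3 at E16.5. *Sox6* had 2 in LM-like and 3 in EM-like cells at E12.5, and 2 and 6 at E16.5. *Sox8* had a log2 fold change of 1.52 (standard error 0.29, adjusted p = 0.00051 from the same edgeR test) and was higher in 4 of 5 pools. In the remaining pool, the 10× library of E12.5, *Sox8* had 6 UMIs in EM-like cells and 0 in LM-like cells. Differences per pool averaged 3.57 (SD 0.51) for *Myog* and 0.55 (SD 0.32) for *Myod1*.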

*Myod1*, *Myog*, and *Mef2c* were found to be temporally expressed at the late stage in LM; although *E2f8*, *Sox6*, and *Sox8* were not found in the gene list, they were nonetheless upregulated at the same time (Fig. 2e; Supplementary Fig. S2b). Among these TFs, *Myod1*, *Myog,* and *Mef2c* are known myogenic regulators that contribute to myogenic differentiation and muscle formation^20,21,59^, while *Sox6* is crucial for muscle fiber type differentiation^60^, and *Sox8* regulates embryonic muscle development^61^. 

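*Lef1* (chromosome 3 of GRCm38, 131110471 to 131224356) was higher in DF-like than in LP-like sums in 4 of 4 pools, with a log2 fold change of 6.58 (standard error 0.34, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mef2c* was higher in 4 of 4 pools as well, with a log2 fold change of 3.45 (standard error 0.33, adjusted p = 8.7e-05 from the same edgeR test). This difference of *Mef2c* was larger at E16.5 than at E14.5, by 1.79 on the log2 scale (adjusted p = 8.1e-05 from edgeR's test of the interaction). For *Twist2* the differences per pool averaged 3.97 (SD 0.42, 4 pools). Of *Lef1*, the LP-like sum of the 10× library of E16.5 held 1 UMI, and the DF-like sum 33.

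**Figure D2:**
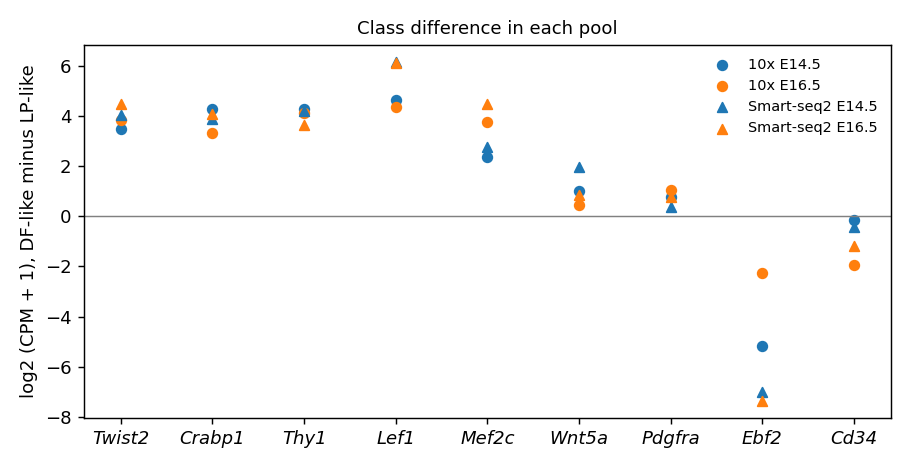
Difference in log2(CPM + 1) between DF-like and LP-like sums in each of the 4 pools for 9 genes, 1 point per pool. Points of *Twist2*, *Crabp1*, *Thy1*, *Lef1*, *Mef2c*, *Wnt5a* and *Pdgfra* lie above 0 in every pool, and those of *Ebf2* and *Cd34* below 0.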

In the dermal lineage (Fig. 2e, middle panel), in addition to the known master regulators, *Twist2* and *Lef1*, we found that *Mef2c* is expressed along with pseudotime as well. Although *Mef2c* is a known regulator for myogenesis^59^, its role in dermal fibroblast development is yet to be investigated. 

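The 14 BA-like Smart-seq2 cells of E16.5 were too few for a sum in the tests. Over all 15 BA-like cells, the Smart-seq2 sum held 76.5 CPM of *Prdm16*, beside 7.31 CPM in LP-like and 8.80 CPM in DF-like cells. *Pparg* was found in all 15 BA-like Smart-seq2 cells, and in 26.2% of 145 LP-like cells (95% interval 19.3% to 34.2%), with medians of 765610 and 797938 expected counts. *Pparg* had a count in 1.21% of EM-like Smart-seq2 cells (median 677368 expected counts).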

In the brown adipogenic lineage (Fig. 2e, right panel), we found that *Pparg* and *Prdm16* were upregulated along the pseudotime (Fig. 2e) as expected. The expression pattern of *Srebf1* (Supplementary Fig. S2b), although not in the temporal expressed gene list in brown adipogenic lineage, is also in agreement with previous finding that it promotes expression of genes related to fatty acid metabolism, as well as augments transcriptional activity of *Pparg*^62^. 

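*Srebf1* (chromosome 11 of GRCm38, 60199089 to 60222581) had 52 UMIs in BA-like and 5 in LP-like cells of the 10× library of E16.5, a log2 ratio of 2.91 (95% interval 1.60 to 4.59). On Smart-seq2 it reached 343 CPM in BA-like, 128 CPM in LP-like and 122 CPM in EM-like sums.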

Despite having low expression, *Ucp1* still showed an upregulated trend vs pseudotime in brown adipogenic lineage.

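In the 10× library of E16.5, *Ucp1* had 21 UMIs in BA-like cells and 0 in LP-like cells, so it was higher in BA-like cells by at least 2.34 on the log2 scale against the floor of 3 counts. On Smart-seq2 at E16.5, the *Ucp1* sums were 58.7 CPM in 14 BA-like cells and 0.133 CPM in 91 LP-like cells, where all 10 counts came from 1 cell.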

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) term enrichment analysis of pseudotime-correlated genes along different lineages also revealed distinct signaling pathways and TFs that are likely involved in regulating lineage progression (Supplementary Fig. S2c–e). In the myogenic lineage, the target genes of *Myog*, *Myod1,* and *Myf6* were enriched (Supplementary Fig. S2c). As for the dermal lineage, components of the Wnt signaling pathway were enriched (Supplementary Fig. S2d), which is also consistent with the existing literature on skin and hair follicle development^63^. In the brown adipogenic lineage, genes that play a role in the PPAR signaling pathway and fatty acid beta-oxidation were enriched (Supplementary Fig. S2e), including direct target genes of *Pparg*.

### Transition between early and late progenitors from E12.5 and E14.5 is gradual and indicates primarily extracellular matrix reorganization activity

Since EP and LP arise at different developmental time points, looking for differentially expressed genes between them can help us understand the lineage progression in these progenitors. By performing differential gene expression analysis between EP and LP (Supplementary Table S1), we found upregulation of extracellular matrix (ECM)-related genes in LP, e.g., thrombospondin (*Thbs1*), periostin (*Postn*), and collagen genes (Fig. 3a). 

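LP-like sums of E14.5 and E16.5 (4 sums) were compared with EP-like sums of E12.5 (2 sums), with the platform as a term. *Thbs1* (chromosome 2 of GRCm38, 118111876 to 118127133) had a log2 fold change (LP-like over EP-like) of 4.28 (standard error 0.77, adjusted p = 0.0080 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Postn* (chromosome 3, 54361109 to 54391037) had a log2 fold change of 4.80 (standard error 0.61, adjusted p = 0.0016 from the same edgeR test). *Col1a1*, *Col3a1* and *Col6a1* had log2 fold changes of 3.41, 3.14 and 4.65, with adjusted p of 0.0024, 0.0018 and 0.0019 from the same edgeR test. In counts, *Postn* rose from 86.3 CPM in the EP-like to 699 CPM in the LP-like 10× sums, and from 138 to 5180 CPM on Smart-seq2. Without the Smart-seq2 sum of EP-like cells, and with the other 5 sums kept, none of *Thbs1*, *Postn* and these collagens passed, and 0 genes passed in all by edgeR, against 654 at an unadjusted p under 0.05. The 10× sums alone also hold a single EP-like sum, so a test on them rests on the spread between LP-like sums of E14.5 and E16.5. By summed 10× counts the log2 ratios of *Thbs1*, *Postn* and *Col6a1* were 3.20, 3.02 and 2.96. Those of *Col1a1* and *Col3a1* were 2.20 and 1.97. Without the 10× sum of EP-like cells, *Thbs1* did not pass. Since EP-like cells come from E12.5 alone, a difference between the classes cannot be told from one between time points.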

GO enrichment analysis of the upregulated genes in LP also showed collagen fibril organization and extracellular matrix organization programs (Fig. 3b; Supplementary Table S3). 

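A list of 32 genes of the paper's extracellular matrix term was set against all tested genes. All 32 were higher in LP-like cells, with a median log2 fold change of 3.05 and a mean of 3.23, beside a median of 0.11 over all genes. Of these, 28 had an adjusted p under 0.05 over all genes tested, and 32 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because the paper drew the term from genes higher in LP in cells of the same experiment, the list is not independent evidence. Taken as a set, the list gave p = 1.6e-46 by camera with its preset correlation between genes, p = 0.019 with an estimated correlation and p = 0.010 by fry. Of 40 collagen genes tested, 35 were higher in LP-like cells and 18 passed, or 24 when adjusted over the list alone. Their median log2 fold change was 2.87, also when the 1 collagen without a count in EP-like cells was set to its bound against the floor of 3 counts. For the collagens camera gave p = 1.5e-18 with its preset correlation, p = 0.033 with an estimated correlation, and fry gave p = 0.012.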

The importance of the matrix environment in differentiation of pluripotent and multipotent cells was previously investigated, and it has been shown that the elasticity of the ECM greatly affects cell fate^64^. In muscle, ECM plays an important role in muscle differentiation, while the ECM composition in both epidermis and dermis can control epidermal stem cell fate by regulating stem cell anchorage. Deletion of ECM-related proteins could result in skin atrophy and reduced keratinocyte proliferation^65,66^. ECM in the microenvironment can also drive adult human bone marrow-derived MSCs to brown adipocytes^67^. Even though most previous research did not particularly investigate the function of ECM in the cell fate determination of the three lineages described herein, our findings at least support the idea that LP are progenitor cells preparing for lineage differentiation by undergoing ECM reorganization. 

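Of 14094 genes tested between LP-like and EP-like sums, 647 were higher in LP-like and 114 higher in EP-like cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes used neither for clustering nor as markers, the counts were 387 and 63. DESeq2 split the same sums differently, with 1054 genes higher in LP-like and 409 higher in EP-like cells. Leaving out 1 sum at a time changed the count by more than 1.5 times in every case. It was 293 without the EP-like sum of 10×, 441 and 324 without the LP-like 10× sums of E14.5 and E16.5, and 1570 and 1161 without the LP-like Smart-seq2 sums of these time points. Outside the genes used for clustering and the markers, the largest increases with the same sign on both platforms were those of *Arsi*, *Abca8a* and *Entpd2*. These genes had no count in EP-like cells. On 10× they were higher in LP-like cells by at least 1.10, 1.45 and 1.38 on the log2 scale against the floor of 3 counts. On Smart-seq2, where counts are amplified reads and not molecules, the LP-like sums held 81.1, 78.9 and 69.1 CPM. *Ly6a* (chromosome 15 of GRCm38, 74994877 to 74998031) likewise had no count in EP-like cells, and was higher by at least 1.27 on 10× (36 UMIs in LP-like cells). The LP-like Smart-seq2 sum held 64.5 CPM of it. *Ly6a* did not pass with 10× sums alone (adjusted p = 0.19 from the same edgeR test), without the EP-like 10× sum (adjusted p = 0.057, same edgeR test) or without the EP-like Smart-seq2 sum (adjusted p = 0.95, same edgeR test). Of its UMIs, 30 came from E16.5 and 6 from E14.5. *Dlx2*, *Ccnjl* and *Srd5a2* showed the largest decreases, again outside the genes used for clustering and the markers. They had no Smart-seq2 count in LP-like cells and 27.8, 8.55 and 22.3 CPM in EP-like cells, while their 10× sums held only 2, 3 and 1 UMIs in EP-like cells.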

Interestingly, differential analysis between LP and EP was one-sided towards LP expressing more genes differentially. By examining the highly variable genes in EP and LP, we discovered that 74% of highly variable genes are shared between EP and LP, and while LP has 23% genes uniquely expressed, only 2% of genes are uniquely expressed by EP — in other words, 98% of the genes expressed by EP cells are also expressed by LP cells (Fig. 3c). 

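By the rule of Fig. 3c, 2000 variable genes were chosen over EP-like and LP-like cells together, and a gene counted for a class when its raw counts over the class were above 3. Of 1998 genes that counted for at least 1 class, 1819 were shared (91.0%, 95% exact binomial interval 89.7% to 92.3%). A further 164 counted for LP-like cells only (8.21%, 7.04% to 9.50%) and 15 for EP-like cells only (0.751%, 0.421% to 1.24%). Thus 99.2% of the variable genes of EP-like cells were also genes of LP-like cells. With 10× cells alone, 64.7% were shared, 33.9% were LP-like only and 1.34% EP-like only. At the same number of cells and the same total counts in both classes, 90.7% were shared, 8.11% were LP-like only and 1.22% EP-like only (means of 20 draws).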

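Between EM-like and LM-like cells, 92.2% of 1998 variable genes were shared (95% exact binomial interval 90.9% to 93.3%), 6.56% were EM-like only and 1.25% LM-like only. BA-like and DF-like cells shared 78.4% of 1995 genes (76.6% to 80.2%), with 0.902% BA-like only and 20.7% DF-like only. With 10× cells alone, EM-like and LM-like cells shared 69.0% and BA-like and DF-like cells 58.2%.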

As a comparison, the same analysis done on EM and LM, as well as BA and DF yield significantly high percentage of non-overlapping genes between each group, even for EM and LM of the same myogenic lineage (Supplementary Fig. S3a, b). This strengthens the idea that the transition from EP to LP is primarily in priming for cell differentiation rather than a distinct change in cell type.

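On Smart-seq2 alone, EP-like and LP-like cells shared 90.7% of 2000 variable genes, 8.70% were LP-like only and 0.650% EP-like only. Under the 8 alternatives that were run for these 2 classes, the EP-like only share stayed between 0.650% and 1.34%. From the small share of genes unique to EP and from the comparison with other cluster pairs, the paper proposes that cells passing from EP to LP are primed for differentiation and do not change into a distinct cell type.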

**Fig. 3:**
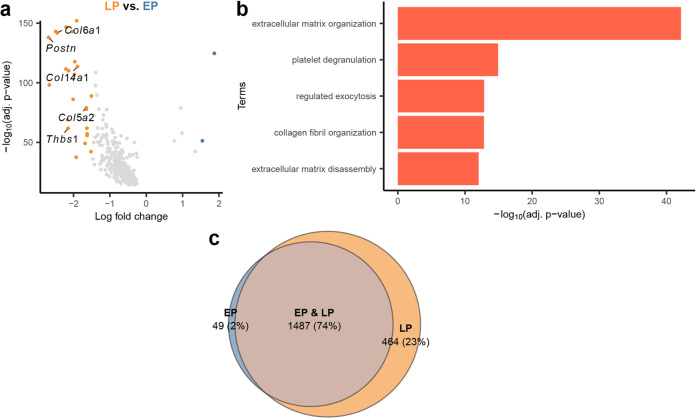
Differential expression analysis and enriched gene ontology between LP and EP. **a** Volcano plot of DEGs between LP and EP. ECM-related genes such as thrombospondin, periostin, and collagens are shown on plot. Genes with adjusted *P*-value < 0.1 were colored by orange (log-fold change > 1) or blue (log-fold change < –1), whereas ≥ 0.1 were colored as gray. **b** Bar plot of gene ontology terms enriched with DE genes of LP (log-fold change > 0). **c** Venn diagram of highly variable gene sets between EP and LP. Highly variable genes between two populations were selected. Genes with raw counts > 3 were kept as set in the diagram.

### Combination of surface markers helps enrich different populations including progenitors that can produce different cell-types in vitro

Reliable cell surface markers that can be used for sorting and enrichment are essential for performing additional validation and functional characterization of specific cell types. Differentially expressed surface markers found for each cluster could potentially be used to isolate myogenic, dermal, and adipogenic lineages for further downstream analyses. 

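*Cd36* (chromosome 5 of GRCm38, 17781690 to 17888801) had a UMI in 43.5% of BA-like 10× cells (95% interval 35.7% to 51.5%, median 3037 UMIs), 10.8% of LP-like cells (8.44% to 13.5%, median 3687.5 UMIs) and 0 of 529 EM-like cells (median 3376 UMIs), which allows up to 0.567%. *Thy1* reached 393 CPM in DF-like and 19.2 CPM in LP-like 10× sums, with Poisson intervals of 361 to 427 and 14.3 to 25.3. *Pdgfra* was higher in DF-like than in LP-like sums in 4 of 4 pools, with a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.0068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdgfra* had 4 UMIs in BA-like and 34 in LP-like cells of the 10× library of E16.5, a log2 ratio of -3.55 (-5.51 to -2.07). *Cd34* was lower in DF-like than in LP-like sums in 4 of 4 pools, with a log2 fold change of -0.82 (standard error 0.22, adjusted p = 0.033 from the same edgeR test). This call of *Cd34* was lost without the 10× pool of E14.5 (adjusted p = 0.053), without that of E16.5 (adjusted p = 0.12) and without the Smart-seq2 pool of E16.5 (adjusted p = 0.10 by the edgeR test). The difference of *Cd34* was larger at E16.5 than at E14.5, by -1.07 on the log2 scale (adjusted p = 0.017 from edgeR's test of the interaction).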

Through our analysis, we identified potential markers for each of these clusters-of-interest, and subsequently used them for FACS sorting: *Thy1* and *Cd36* are preferentially expressed in the DF and BA populations respectively; *Pdgfra* is differentially expressed in LP and DF (Fig. 4a); *Cd34*, a gene that was previously reported to be specifically expressed in multiple progenitor cell types^68^, was found to be differentially expressed in LP (Fig. 1d). Between the dermal and adipogenic lineages, we found that *Thy1* was enriched in DF (Fig. 4a), while *Cd36*, a marker known to be expressed in brown adipocytes responsible for thermogenesis^69^, was enriched in BA (Fig. 4a). 

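At E16.5, the DF-like 10× sum held 431 CPM of *Thy1* (95% Poisson interval 373 to 495) and the BA-like sum 7.87 CPM (2.14 to 20.1). The order was the opposite for *Cd36*, with 199 CPM in BA-like (162 to 241) and 17.5 CPM in DF-like sums (7.55 to 34.5). On Smart-seq2 at E16.5, *Thy1* reached 80.6 CPM in 73 DF-like and 0.740 CPM in 14 BA-like cells, and *Cd36* 5.73 and 1216 CPM.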

Combining these surface markers appropriately allowed us to specifically enrich for each cell type by FACS. Pdgfra^+^/Thy1^+^ selection yields DF, and Pdgfra^−^/Cd36^+^ yields BA. EP and LP are similar to each other in terms of gene expression profiles but emerge at different time points during development. Therefore we isolated the LP cells by sorting Pdgfra^+^/Thy1^−^ specifically at E14.5. 

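Of 373 LP-like 10× cells at E14.5 (median 5423 UMIs), 24 had a UMI of *Thy1* (6.43%, 95% interval 4.17% to 9.42%), beside 125 of 163 DF-like cells (76.7%, 69.4% to 82.9%, median 5479 UMIs). On Smart-seq2 at E14.5, *Pdgfra* had a count in 50 of 52 LP-like cells (96.2%, 86.8% to 99.5%). *Thy1* had a count in 46.2% of these cells, at a sum of 2.66 CPM against 66.5 CPM in DF-like cells, and after thinning to 100000 counts per cell in 15.4%. LP-like cells fell into 3 clusters at resolution 0.8, which held 299, 2 and 124 of the LP-like cells of E14.5. At resolution 0.4 LP-like cells of all time points fell into clusters of 507 and 249 cells, so the number of clusters depends on the resolution.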

Note that at this time point, most but not all cells in the LP cluster express Pdgfra and lack Thy1, and despite the stochastic expression of *Pdgfra* in the LP cluster, this cluster could not be further subclustered into subtypes. While *Pdgfra* RNA is not expressed by all the cells in this cluster, and cell sorting with the Pdgfra^+^/Thy1^−^ combination cannot exhaustively extract all the LP cells, we note that more differentiated cell clusters express both Pdgfra and Thy1, therefore including Thy1^−^ as a sorting gate can achieve enrichment of the LP cells from other cell types for downstream investigation and manipulation. In this case, the timing is particularly important, as Pdgfra^+^/Thy1^−^ cells from a different time point may not be LPs.

**Fig. 4:**
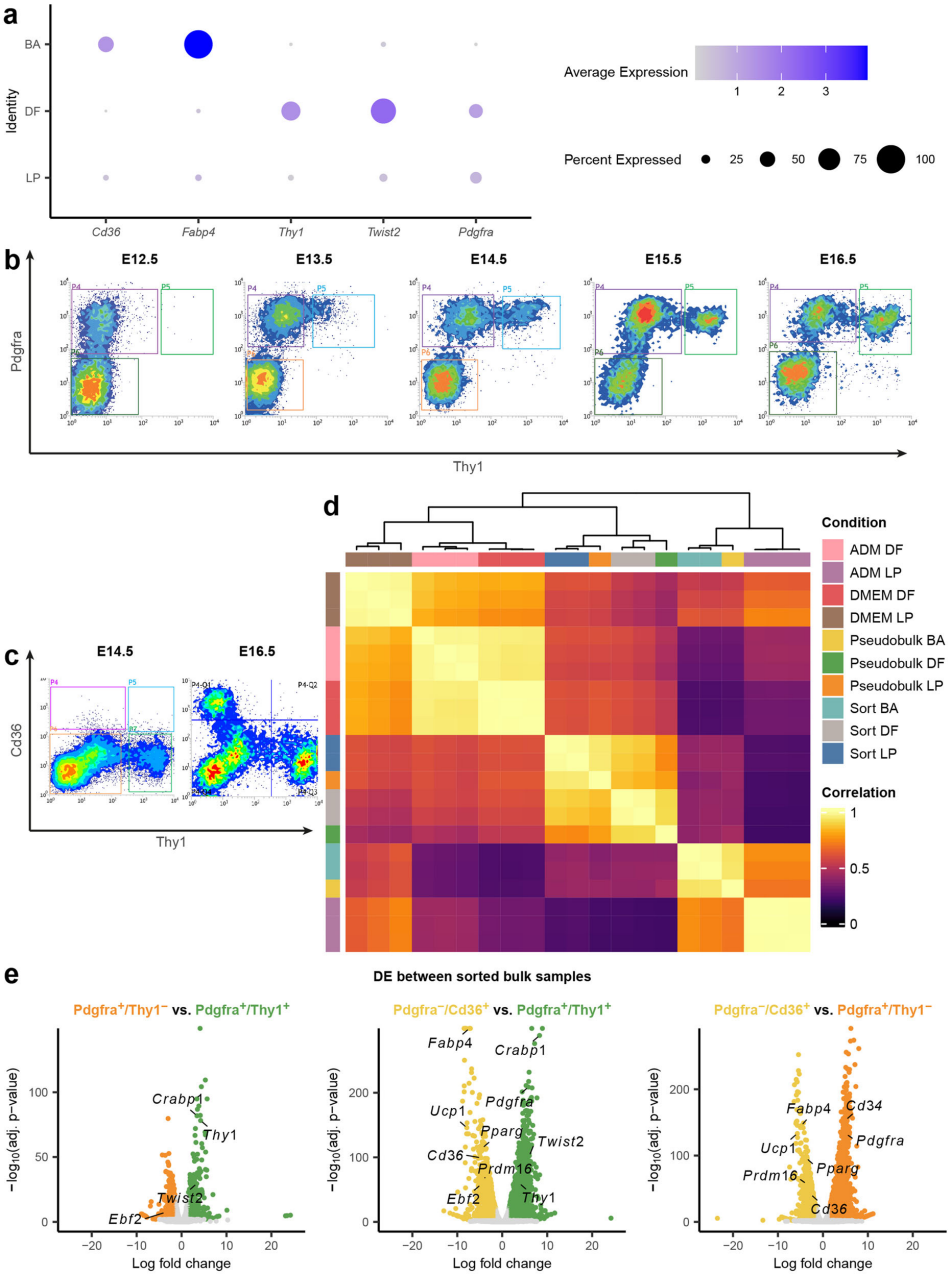
BA and DF surface marker validation. **a** Dot plot showing expression level of *Pdgfra*, *Twist2*, *Thy1*, *Fabp4,* and *Cd36* in LP, DF and BA. **b** FACS plot of YFP^+^ cells from E9.5 Pax7-traced mouse embryos on E12.5, E13.5, E14.5, E15.5, and E16.5. Cells were stained with Thy1 and Pdgfra antibodies to validate the presence of surface markers. *X*-axis indicates the signal from Thy1 antibody while *y*-axis indicates the signal from Pdgfra antibody. **c** FACS plot of YFP^+^ cells from E14.5 and E16.5 that were stained with Thy1 and Cd36 antibodies. *X*-axis indicates signal from Thy1 antibody while *y-*axis indicates signal from Cd36 antibody. **d** Correlation plot of bulk and pseudobulk samples. After FACS sorting with the following surface marker combination: Pdgfra^+^/Thy1^+^, Pdgfra^+^/Thy1^−^, and Pdgfra^−^/Cd36^+^, samples were either prepared for sequencing immediately or cultured. Each row represents one bulk sample. Rows annotated with the same color indicate replicates within the same condition. Gene expression was Z-score normalized. **e** Volcano plots of differentially expressed genes between sorted samples. Genes with adjusted *P*-value < 0.01 were colored by corresponding cluster color (log-fold change > 1.5 or < −1.5), whereas ≥ 0.01 were colored as gray. Lineage markers and surface markers were labeled adjacent to corresponding dots.

As expected, during sorting, Pdgfra^+^ cells were found in embryos from all time points sampled, but only embryos from E13.5 onwards contained cells that were also positive for Thy1 (Fig. 4b). Similarly, Cd36^+^ cells were not found at E14.5; they appear in E16.5 embryos as a distinct population from Thy1^+^ cells (Fig. 4c). Further validation using real-time qPCR (RT-qPCR) on sorted populations showed that *Twist2* and *Ebf2* were upregulated in Thy1^+^ and Thy1^−^ cells respectively, which is also consistent with scRNA-seq results (Supplementary Fig. S5a, b). We also confirmed that these putative multipotent progenitors are distinct from those giving rise to myogenic progenitors by performing sorting with an established marker of skeletal muscle, Itga7^70^ (Supplementary Fig. S4a). Using RT-qPCR, we found that the myogenic marker genes *Myod1* and *Myog* were both highly expressed in Itga7^+^ cells while being downregulated in Pdgfra^+^ cells (Supplementary Fig. S5b). To confirm that our sorting strategy allowed us to enrich for the target LP population, we performed bulk RNA-seq on sorted E14.5 LP (Pdgfra^+^/Thy1^−^), E16.5 DF (Pdgfra^+^/Thy1^+^), and E16.5 BA (Pdgfra^−^/Cd36^+^) cells. 

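The bulk table holds 18 libraries of counts on 22938 genes, made by the authors without normalization across libraries. In the names of 16 columns, the sign of the Thy1 sort is missing, so that the Thy1+ and Thy1- populations cannot be told apart, and these columns were not used. The sorted Cd36+ cells of E16.5 are named without this doubt. They are technical duplicates of 1 pool of embryos, with 24862787 and 32947290 counts, and 20038 and 20129 genes with a count. The paper states 27M mapped reads per bulk library on average, and the mean of these 2 libraries is 28.9M counts. Across 13168 genes, the duplicates had Pearson's r of 0.982 and Spearman's rho of 0.981. Bulk counts were scaled to CPM of each library's total and compared with the counts of BA-like, LP-like and DF-like cells, summed for each platform and scaled likewise.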

The transcriptomes of the bulk samples that were purified by FACS highly correlated with that of pseudobulk transcriptomes generated from corresponding cell clusters in the single-cell data (Fig. 4d; Supplementary Table S4). 

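Across 1966 variable genes, log2(CPM + 1) of the sorted Cd36+ libraries had a Pearson's r of 0.892 (SD 0.0068, 2 technical duplicates) with the 10× sum of BA-like cells, 0.647 (SD 0.0059) with LP-like cells and 0.627 (SD 0.0062) with DF-like cells. With Smart-seq2 sums r was 0.920 for BA-like, 0.645 for LP-like and 0.637 for DF-like cells. Genes are not independent replicates, and no p is given for a correlation across genes. Over all 12401 genes with a mean of at least 1 CPM, r with the 10× sums was 0.837 for BA-like, 0.628 for LP-like and 0.619 for DF-like cells. The paper states that the bulk samples correlate highly with the summed cells of the corresponding clusters. The LP and DF libraries could not be compared, for want of the sort's sign.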

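In the sorted Cd36+ libraries, *Cd36* stood at 1386 CPM (SD 175, 2 technical duplicates), *Fabp4* at 4255 CPM (SD 454), *Adipoq* at 1448 CPM (SD 311) and *Pparg* at 275 CPM (SD 9.13). *Cidea* stood at 485 CPM (SD 78.7), *Cox7a1* at 211 CPM (SD 14.9), *Plin1* at 87.4 CPM (SD 5.90) and *Ucp1* at 233 CPM (SD 38.5). Markers of the other clusters were low, with 7.22 CPM of *Pdgfra* (SD 1.68), 5.94 CPM of *Thy1* (SD 1.17), 1.67 CPM of *Twist2* (SD 0.14), 2.41 CPM of *Crabp1* (SD 0.50) and 12.4 CPM of *Cd34* (SD 1.44).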

The expression patterns of marker genes for LP, DF, and BA were consistent between datasets generated by scRNA-seq and bulk RNA-seq (Fig. 4d).

In situ hybridization and immunostaining of E14.5 and E16.5 embryo sections validated the expression of YFP, Pdgfra, Crabp1, and Thy1 mRNA/protein specifically in dermis but not epidermis (Fig. 5a, b; Supplementary Fig. S5d), as well as the presence of YFP^+^ cells at BAT and muscle region, in which Pparg and MF20 were expressed respectively (Fig. 5c). Most importantly, LP cells (Pdgfra^+^/Thy^−^) sorted from E14.5 had the potential to form the brown adipogenic lineage since Oil Red O oil droplets were readily formed when such cells were cultured in the adipogenic medium (ADM) (Fig. 5d, e). In comparison, the terminally differentiated DF cells (Pdgfra^+^/Thy1^+^) cells lost this adipogenic potential (Fig. 5d, e). Interestingly, the LPs could also give rise to lipid droplet containing cells when cultured in DMEM, albeit the proportion of lipid-containing cells generated was much lower (Fig. 5d, e). We also tested culturing of sorted LP (Pdgfra^+^/Thy1^−^) cells in media with TGFβ1 supplement^71^ to assess their potential for fibrogenic differentiation, and indeed, expression of dermal fibroblast markers such as *Crabp1* and *Twist2* increased in this culture condition while *Pparg2* decreased (Fig. 5f). This suggests that environmental cues and external regulatory factors play important roles in adipogenic or fibrogenic fate commitment in vitro. Pdgfra^+^/Thy1^+^ and Pdgfra^+^/Thy1^−^ cells cultured in both ADM and DMEM in vitro were also sequenced in bulk to inspect the effect of environmental cues on the transcriptomic profile of the late progenitors and dermal fibroblasts. The transcriptomic profiles of cells cultured in vitro in ADM and DMEM were less correlated with that of freshly sorted cells or the pseudobulk generated from scRNA-seq (Fig. 4c), suggesting the in vitro culture conditions cannot fully mimic the signaling cues in vivo.

**Fig. 5:**
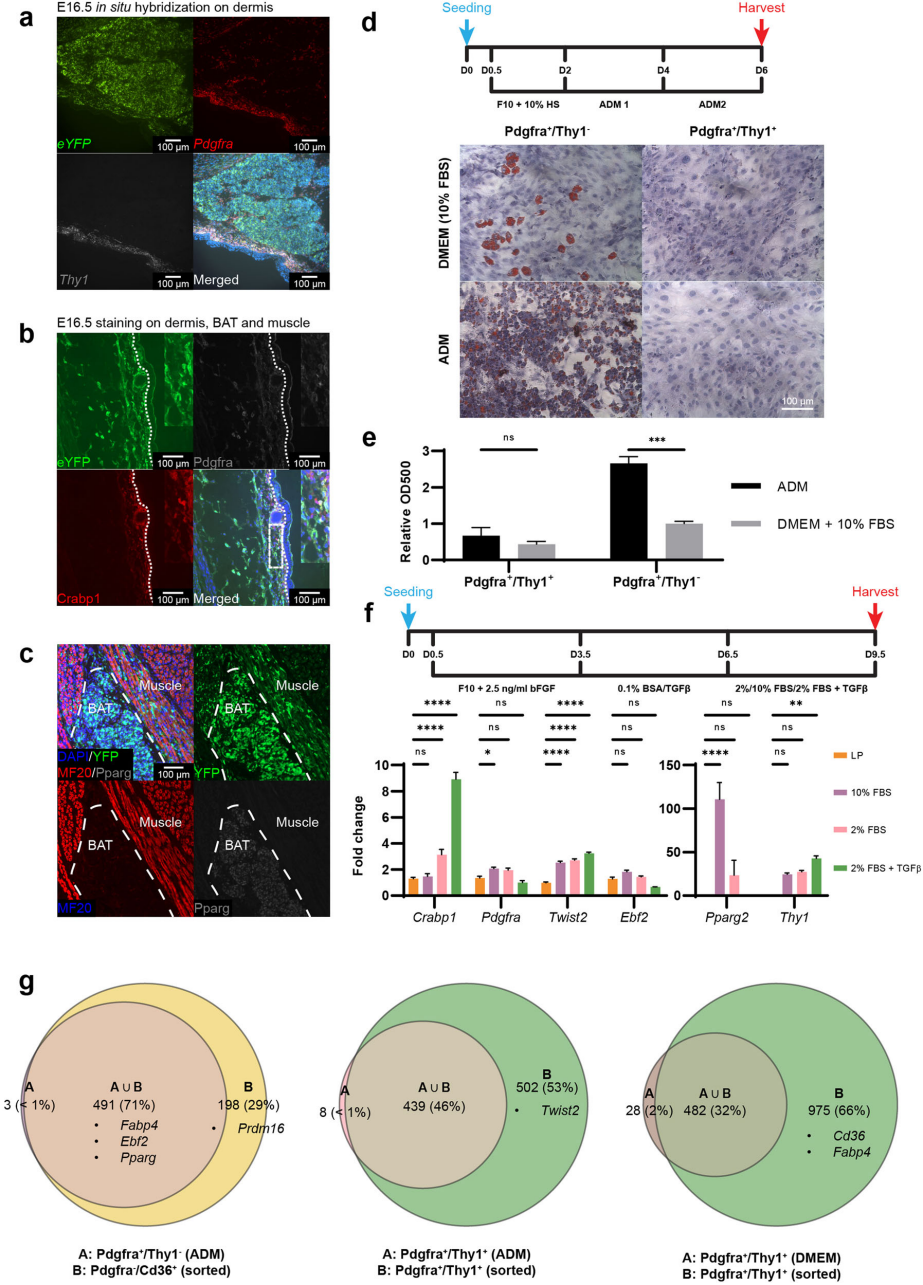
Bulk RNA-seq analysis of cells sorted by surface marker. **a** In situ hybridization of E16.5 mouse embryo showing dermis. *eYFP*, *Pdgfra,* and *Thy1* signals were observed at dermis while only DAPI (blue color) was observed at epidermis. **b** Section staining of E16.5 mouse embryo showing dermis. eYFP, Pdgfra, and Crabp1 signals were observed at dermis while only DAPI (blue color) was observed at epidermis. **c** Section staining of E16.5 mouse embryo showing muscle fiber and brown adipose tissue. While DAPI and YFP signal were observed at both locations, muscle and brown adipose tissue were respectively stained by MF20 and Pparg antibodies. **d** In vitro culture assay of E14.5 YFP^+^ cells sorted by the combination of Pdgfra and Thy1 antibodies. Scale bar, 100 µm. **e** Bar plot of Oil Red O intensity between cultured samples. Student’s *t*-test was performed between two culture conditions. Values are means ± SEM, *n* = 3; ns not significant, ***P < 0.001. **f** Culture schematic and RT-qPCR result of E14.5 Pdgfra^+^/Thy1^−^ cells (LP) before and after TGFβ1 ligand treatment. Two-way ANOVA was performed followed by Dunnett’s multiple comparisons test. Values are means ± SEM, *n* = 3; ns, not significant; **P < 0.01,***P < 0.001, ****P < 0.0001. **g** Venn diagrams of highly variable gene sets between sorted and cultured samples. Highly variable genes between two populations were selected. Key genes found in the corresponding sets are listed. Genes with normalized expression data > 0.3 were kept as set in the diagram.

### Differentiated cell types derived from sorted progenitors cultured in vitro share similar transcription profiles with their in vivo counterparts

To further investigate whether LPs or DFs are undifferentiated cells or cells with committed lineage, DE analysis was performed between sorted cells and cultured cells (Supplementary Fig. S5c and Table S5) and were found to share highly variable genes (Fig. 5g). LP (Pdgfra^+^/Thy1^−^) cells cultured in ADM differentially expressed *Ucp1*, *Fabp4*, and *Cd36,* whereas *Ebf2* and *Prdm16* were differentially expressed in freshly sorted BA (Pdgfra^−^/Cd36^+^) cells. Given that *Ucp1* is expressed in mature BAT^8^, in vitro culture of Pdgfra^+^/Thy1^−^ cells showed LP cells were induced towards adipogenesis further than freshly sorted BA (Fig. 5g). To see if ADM could induce adipogenesis even in a committed lineage, differential expression analysis was performed between freshly sorted Pdgfra^+^/Thy1^+^ (DF) cells and cultured DF cells, both in ADM and DMEM (Supplementary Fig. S5c and Table S5). Although *Fabp4*, *Adipoq,* and *Cd36* were differentially expressed in ADM cultured cells, *Ucp1*, *Cox7a1,* and *Prdm16* was not differentially expressed. This shows that ADM induction in cultured DF had a pro-adipogenic effect but could not completely drive cells toward BAT as it could in cultured LP. The key markers and gene expression features of these in vitro derived DF and BA cells resemble that of their in vivo counterparts, and important phenotypic features such as the formation of lipid-containing droplets were also recapitulated in vitro for the cultured BA cells. In addition, sorted cells expressed higher number of genes compared to the cultured counterpart (Fig. 5g), suggesting the remaining transcriptomic differences between the cultured and embryo-derived cell populations for both BAs and DFs highlight the critical role of environmental cues in the differentiation and maturation process during development.

### Silencing *Rgcc* inhibits brown adipocyte development from late progenitor

We then sought to investigate key regulators of lineage determination in the Pax7^+^ lineage, and we are especially interested in understanding how BA and DF lineages are specified. To do this, we performed differential gene expression analysis between BA and LP and selected some transcription factors and upregulated genes (Supplementary Table S1) for siRNA knockdown experiment and examined the cell fate choice after gene silencing. Among these candidate genes, *Rgcc* expression was unique in BA (Fig. 6a) and a previous study showed significant upregulation of *RGCC* in adipose-derived stromal cells throughout the adipogenic differentiation^72^, suggesting that it could play a regulatory role in the BA differentiation process. 

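With BA-like and LP-like cells in 1 pool, no test of this comparison could be made under the paper's mitochondrial limit. With all deposited cells clustered, a setting chosen after the data were seen, the Smart-seq2 pool of E16.5 also held enough BA-like cells, which gave 2 pools. Of 12682 genes then tested, 2916 were higher and 2582 lower in BA-like cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1477 and 1848 by DESeq2. With 2 pools, 1 residual degree of freedom is left per gene.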

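*Rgcc* (chromosome 14 of GRCm38, 79288756 to 79301645) had 264 UMIs in BA-like and 27 in LP-like cells of the 10× library of E16.5, a log2 ratio of 2.82 (95% interval 2.25 to 3.45). Over all time points, *Rgcc* had a UMI in 77.0% of BA-like 10× cells (69.7% to 83.3%, median 3037 UMIs), 25.2% of LP-like cells (21.8% to 28.8%, median 3687.5 UMIs), 15.5% of DF-like cells (12.4% to 19.1%, median 1724.5 UMIs) and 3.05% of LM-like cells (0.997% to 6.97%, median 5106.5 UMIs). On Smart-seq2, *Rgcc* reached 524 CPM in BA-like, 87.4 CPM in LP-like, 83.9 CPM in DF-like and 1.03 CPM in LM-like sums. In the sorted Cd36+ bulk libraries it stood at 485 CPM (SD 1.32, 2 technical duplicates). From its expression in BA and its published rise during adipogenic differentiation, the paper proposes that *Rgcc* regulates the differentiation of brown adipocytes.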

As such, we performed shRNA knockdown of *Rgcc* in the Pdgrfa^+^/Thy1^−^ (LP) cells sorted from E14.5 embryos cultured in ADM conditions to maximize the adipogenic differentiation and examined the cell fate after *Rgcc* perturbation (Fig. 6b). With both shRgcc that we designed, adipogenic-related genes, including *Ucp1*, were downregulated. We also performed siRNA knockdown of Rgcc in sorted LP cells, and after 6–8 days of culture we used Oil Red O staining as adipogenic readout (Fig. 6c, d). Consistent with our hypothesis, cells with *Rgcc* knockdown indeed had fewer lipid droplets, suggesting *Rgcc* positively regulates adipogenesis.

**Fig. 6:**
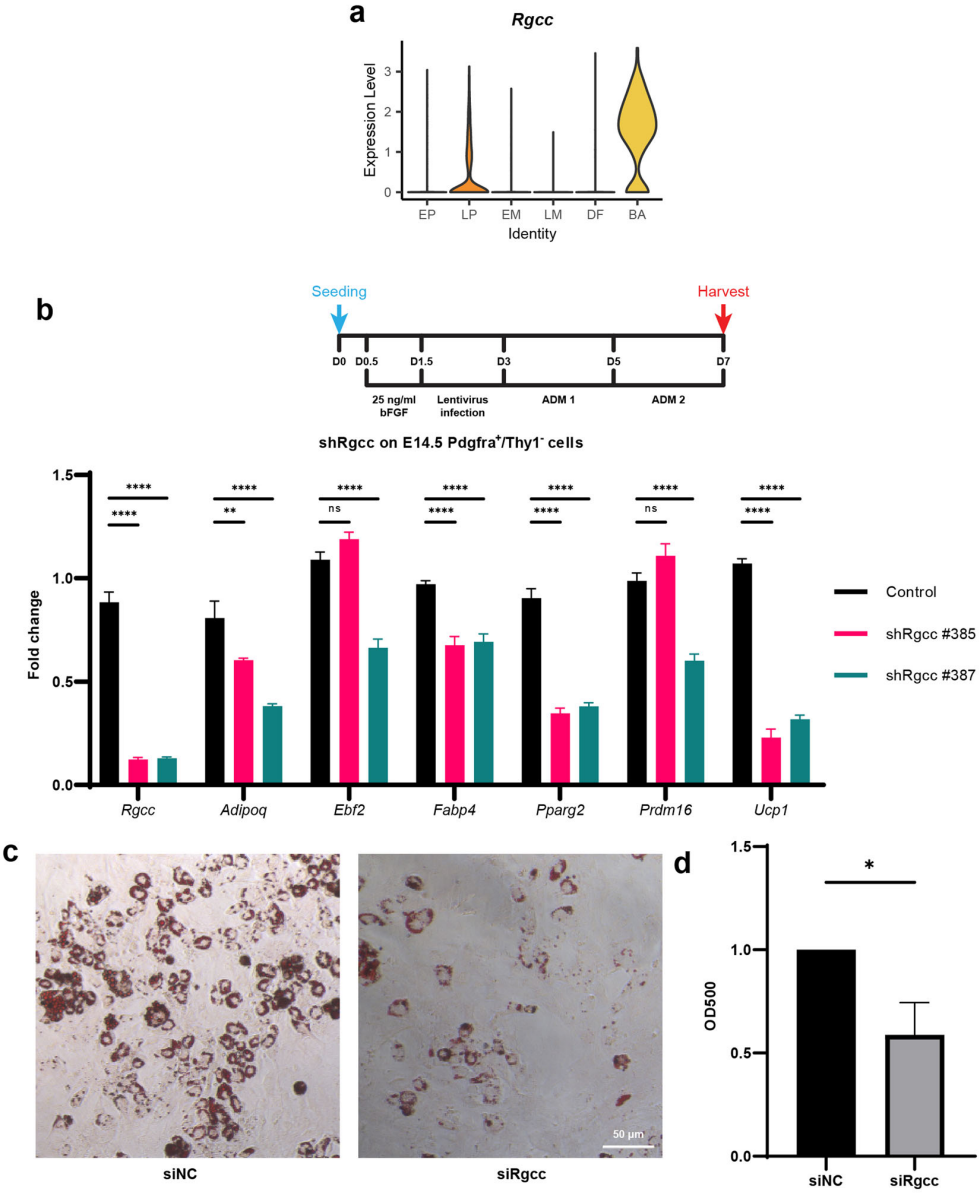
Cell differentiation inhibition by *Rgcc* silencing. **a** Violin plot of *Rgcc* expression in YFP^+^ cells. **b** Culture schematic and expression of *Rgcc* by RT-qPCR on E14.5 Pdgfra^+^/Thy1^−^ cells after shRgcc knockdown by lentivirus. Infected cells were cultured in ADM before harvest. Two-way ANOVA was performed, followed by Dunnett’s multiple comparisons test. Values are means ± SEM, *n* = 3; ns, not significant; **P < 0.01, ***P < 0.001. **c** Oil Red O staining of Pdgfra^+^/Thy1^−^ cells after siNC (control) and siRgcc knockdown. **d** Quantification of Oil Red O staining. Student’s *t*-test was performed between siNC and siRgcc OD500 intensity. *P < 0.05.

### Wnt5a suppresses adipogenesis from late progenitor

We also examined the key signaling events that could potentially regulate lineage specification. Among all the major developmental signaling pathways we investigated, the Wnt signaling pathway was found to be enriched in DF (Supplementary Fig. S2d). Therefore, we examined the expression of multiple Wnt ligands in our single-cell data and found Wnt5a was highly expressed in the DF (Fig. 7a). 

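*Wnt5a* (chromosome 14 of GRCm38, 28504750 to 28527448) had a UMI in 15.8% of DF-like 10× cells (95% interval 12.6% to 19.3%, median 1724.5 UMIs), beside 1.51% of EM-like cells (0.655% to 2.96%, median 3376 UMIs). The 10× sums held 67.6 CPM of *Wnt5a* in DF-like (95% Poisson interval 54.8 to 82.4), 37.7 CPM in LP-like (30.6 to 45.9), 68.8 CPM in EP-like (48.2 to 95.2) and 9.48 CPM in BA-like cells (3.08 to 22.1). Smart-seq2 sums held 193, 69.3, 117 and 19.4 CPM of *Wnt5a* in these classes. Among other Wnt ligands, *Wnt4* was the highest in the DF-like 10× sum with 95.4 CPM, but reached 15.3 CPM on Smart-seq2. *Wnt11* reached 15.3 CPM on 10× and 64.7 CPM on Smart-seq2. *Wnt5a* was higher in DF-like than in LP-like sums in 4 of 4 pools, with a log2 fold change of 1.24 (standard error 0.23, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It no longer passed with the 10× pools alone (log2 fold change 0.86, adjusted p = 0.075 from the same edgeR test) or with the reported genes kept in the clustering (0.52, adjusted p = 0.13 from the same edgeR test).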

Previous reports have shown inhibition of adipogenesis in mesenchymal precursor cells by Wnt5a secreted from adipose tissue macrophages^73^. To test whether Wnt5a indeed suppresses the adipogenic fate of LPs, we sorted LP cells (Pdgfra^+^/Thy1^−^) at E14.5 and treated the cells with recombinant Wnt5a protein. In parallel, differentiated Pdgfra^+^/Thy1^+^ dermal fibroblasts were also sorted and treated as control. We retrieved the cells 48 h after Wnt5a treatment (Fig. 7b) and subjected them to RT-qPCR analysis. As expected, *Pparg2*, an adipocyte-specific *Pparg* isoform^74–76^, was barely detectable in DF (Pdgfra^+^/Thy1^+^) cells both with and without Wnt5a, consistent with their committed cell fates (Fig. 7d). In the LP (Pdgfra^+^/Thy1^−^), however, there was a dose-dependent inhibition of Pparg2 expression after Wnt5a treatment (Fig. 7d). The inhibition of Pparg2 protein expression by Wnt5a was also confirmed using Western blot assay (Fig. 7c). Wnt5a ligand treatment also upregulated expression of *Twist2* in LP (Fig. 7d). Together, these results indicate the upregulation of Wnt5a in multipotent progenitor cells negatively regulates genes involved in adipogenesis, but whether the cell fate will be directed to dermal fibroblasts still needs further investigation.

**Fig. 7:**
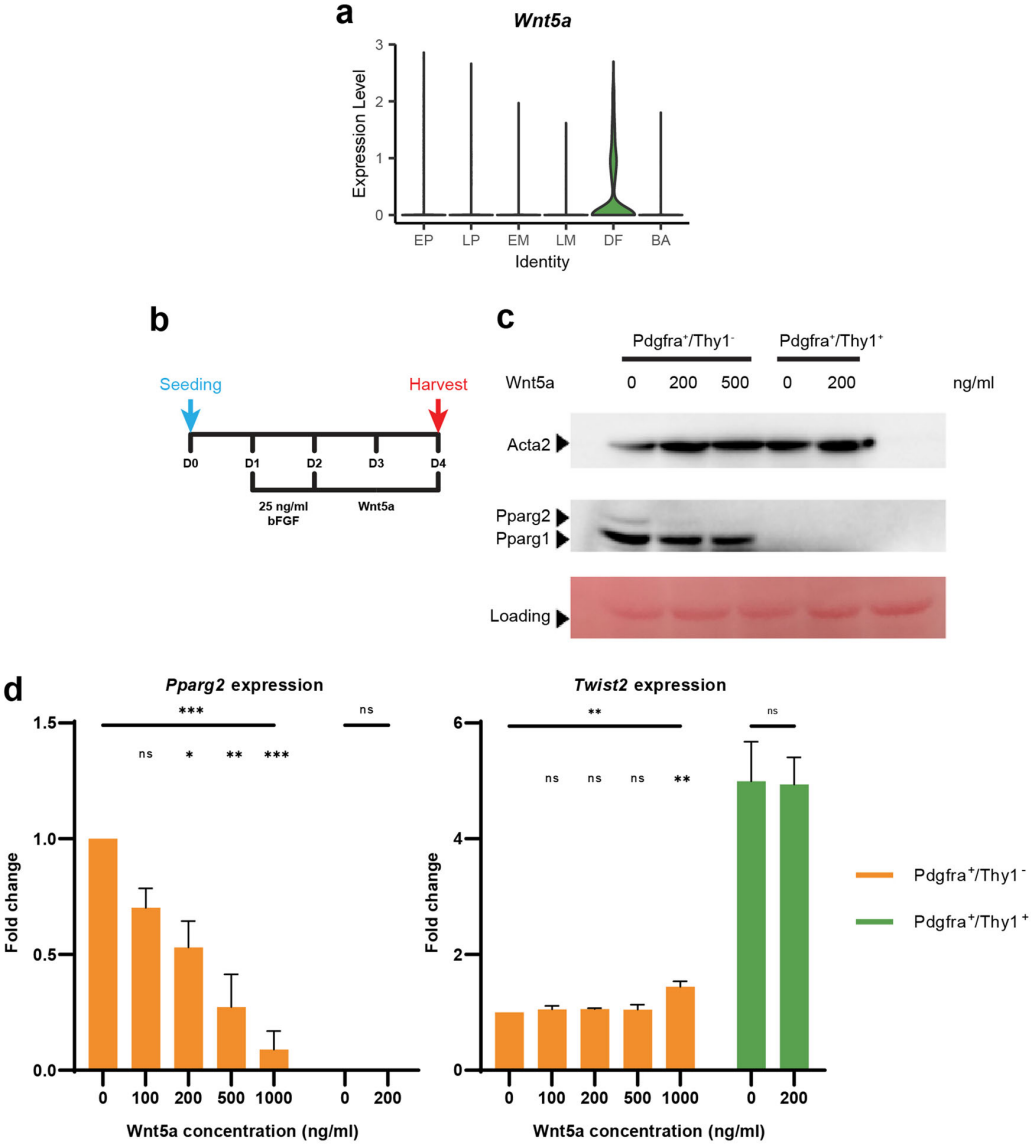
Wnt5a inhibits adipogenic gene expression in embryonic multipotent progenitors. **a** Violin plot of *Wnt5a* expression in Smart-seq2 and 10× datasets. **b** Scheme of Wnt5a treatment on embryonic progenitor cells. E14.5 embryos were harvested, and both Pdgfra^+^/Thy1^−^ and Pdgfra^+^/Thy1^+^ populations were sorted. Cells were treated with 2.5 ng/mL bFGF to reach confluency. Wnt5a was then applied and 48 h after treatment, cells were harvested for analysis. **c** Embryonic cells were harvested and subjected to Western blot assay. Ponceau S staining was used as loading controls. **d** RT-qPCR analysis of Wnt5a-treated embryonic progenitor cells in **b**. One-way ANOVA was performed on Pdgfra^+^/Thy1^−^ cultured cells, followed by Dunnett’s multiple comparisons test. Student’s *t*-test was performed in Pdgfra^+^/Thy1^+^ cultured cells. Values are means ± SEM, *n* = 3; ns, not significant; **P < 0.01, ***P < 0.001.

## Discussion

Previous Pax7 lineage-tracing studies have highlighted the multipotency of *Pax7*^+^ progenitor cells in dermomyotome that can develop into skeletal muscle, interscapular brown adipose tissue, and dorsal dermis^11,77^. These studies revealed diverse cell fates in the Pax7 lineage during embryonic development, but the precise time points when the progenitor cells commit to a particular lineage are still inconclusive. By tracing and probing the *Pax7* lineage at multiple developmental time points at single-cell resolution, we here showed the transcriptomic profile across *Pax7* lineage development. Referencing previously studied gene markers we identified different cell populations of the myogenic, dermal, and adipogenic lineages, and defined the timing of lineage commitment during embryonic development. Focusing on the three lineages, we found that lineage commitment of *Pax7*^+^ progenitors occurs between E12.5 and E16.5. During this time course, the myogenic lineage branches out at E12.5 with *Myf5* upregulation, while the remaining cells undergo *Pdgfra* upregulation and commit into the dermal lineage at E14.5 with *Twist2* upregulation, or into the brown adipogenic lineage with *Pparg* upregulation at E16.5. Our single-cell analysis agrees with previous findings on the cell fate choices of the *Pax7* lineage during embryonic development. In addition, we reveal for the first time the temporal patterns of the commitment for each lineage.

We noticed the contribution of E12.5 cells to both EM and LM of the myogenic lineage, whereas cells from E14.5 and E16.5 mainly contribute to LM. 

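EM-like cells came from 2 clusters. The first held 206 cells of E12.5, 12 of E14.5 and 146 of E16.5, and the second held 5, 260 and 65. All 146 cells of E16.5 in the first cluster were 10× cells, and all 59 EM-like Smart-seq2 cells of E16.5 were in the second, so at this time point the clusters follow the platforms. The first was named by a mean marker score of 1.68, beside 0.519 for the next class, and the second by 1.82, beside 0.608. *Msc*, *Myf5*, *Myod1* and *Myog* were among the 10 genes with the largest fold in the first cluster. They are reported here and were therefore not used for naming. Of the genes used for naming, these 10 held none for EM and 1 for LM, *Actc1*. *Myog*, by which the paper marks late-stage muscle cells, was also among the 10 of the second cluster. At E14.5 there were 272 EM-like and 122 LM-like cells, and at E16.5 there were 211 and 66.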

The pseudotime trajectory analysis suggests that *Myog*^+^ cells (LM cluster) are derived from *Myf5*^+^/*Myod1*^+^ cells (EM cluster), which is consistent with existing knowledge about myogenic lineage progression from proliferating myoblasts to differentiating myocytes or differentiated myotubes. Meanwhile, *Myf5*^+^ cells at E12.5 can continue to differentiate into *Myog*^+^ cells captured at E14.5 and E16.5. Previously, *Myf5*-expressing cells were shown to give rise to both skeletal muscle and brown adipose^9^. Similarly, in the Myf5 lineage, previous studies demonstrated that Ebf2 protein is expressed in E11.5 embryos and that an *Ebf2*^+^ population dramatically expands at E12.5^36^, which implies that the brown adipogenic cell fate is established by E12.5; *Pparg*, a master regulator of adipogenesis, was reported to be expressed in the Myf5 lineage as early as E14^36^. Our study of the Pax7 lineage showed high expression of *Ebf2* in non-neuronal cells at E14.5, suggesting that cell fate commitment likely occurs much later than E12.5 in the Pax7 lineage. *Pparg* was neither detected by real-time PCR, nor by scRNA-seq in cells from E14.5. Instead, significant *Pparg* expression was observed only in cells derived from E16.5, suggesting adipogenic lineage commitment occurs much later than myogenic lineage. This finding suggests that in the Pax7 lineage, active mechanisms exist to inhibit premature differentiation of adipocytes at earlier developmental time points.

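At E14.5, *Pparg* had a UMI in 33 of 964 10× cells (3.42%, 95% exact binomial interval 2.37% to 4.77%, median 5930 UMIs) and a count in 23 of 326 Smart-seq2 cells (7.06%, 4.52% to 10.4%). Of these, 28 were among the 373 LP-like 10× cells (7.51%, 5.05% to 10.7%, median 5423 UMIs) and 13 among the 52 LP-like Smart-seq2 cells (25.0%, 14.0% to 38.9%). In DF-like 10× cells of E14.5, *Pparg* had a UMI in 3 of 163 cells (1.84%, 0.381% to 5.28%, median 5479 UMIs).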

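Over all cells, *Pparg* rose from 7.08 CPM in the 10× library of E14.5 (95% Poisson interval 5.12 to 9.54) to 50.6 CPM in that of E16.5 (40.6 to 62.2). No UMI of *Pparg* was found in 1017 10× cells of E12.5, which allows a share of up to 0.295%. On Smart-seq2, the sums were 0.0452 CPM at E12.5, 13.7 CPM at E14.5 and 30.5 CPM at E16.5. From the onset of *Pparg*, the paper proposes that adipogenic commitment occurs much later than myogenic commitment.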

Currently, when investigating lineages-of-interest, the lack of surface markers that can be used to prospectively isolate and enrich cells from a given lineage poses critical challenges. 

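At E14.5, the DF-like 10× sum held 107 CPM of *Pdgfra* (95% Poisson interval 87.8 to 130) and the LP-like sum 61.8 CPM (51.9 to 73.1). *Pdgfra* had a UMI in 42.9% of these DF-like cells (35.2% to 50.9%, median 5479 UMIs). None of 216 EM-like 10× cells of E14.5 held one, which allows a share of up to 1.39%. On Smart-seq2 at E14.5, *Pdgfra* had 635 CPM in DF-like, 485 CPM in LP-like and 1.95 CPM in EM-like sums, and at E12.5 a count in 86.9% of 122 EP-like cells (79.6% to 92.3%).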

Pdgfra is regarded as one of the cell surface markers for brown adipocyte progenitors^78^, yet we here show that in the *Pax7* lineage, *Pdgfra* is in fact expressed in the multipotent progenitors (both EP and LP) at E12.5 and E14.5 and the dermal lineage at E14.5, and that its encoded receptor protein can be used as a cell surface marker to label all of these lineages at specific embryonic time points. Pdgfra, therefore, is not a unique surface marker for the adipogenic lineage arising from *Pax7* progenitors. Furthermore, the gene products of cell surface proteins Thy1 and Cd36 were found to be uniquely expressed in dermal fibroblast and brown adipocyte, respectively. Together with Pdgfra, these two markers were demonstrated to be useful for prospective isolation of dermal fibroblast, brown adipocyte, and their progenitor subpopulations in the Pax7 lineage by FACS. 

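*Thy1* was found in 2.48% of BA-like 10× cells (95% interval 0.681% to 6.24%, median 3037 UMIs). *Cd36* had a UMI in 1.68% of DF-like 10× cells (0.728% to 3.28%, median 1724.5 UMIs) and in none of 282 EP-like cells, which allows up to 1.06%. On Smart-seq2, *Cd36* had a count in all 15 BA-like cells, 19.3% of 145 LP-like cells (13.2% to 26.7%), 4.10% of DF-like cells and 2.42% of EM-like cells (0.664% to 6.09%). LP-like cells thus held *Cd36* above the level of EM-like cells on both platforms.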

We further performed bulk RNA sequencing and in vitro cell culture experiments on both sorted and cultured cells. Collectively these findings show that using the surface markers we have identified, it is possible to isolate specific lineages of interest; this is especially important for the study of dermal and adipogenic lineages that were previously challenging to isolate due to lack of suitable surface markers.

We also further investigated the lineage potential of the late progenitor and uncovered a novel mechanism that regulates the generation of adipocytes during the development of this lineage. We observed that *Rgcc*, a gene that has been linked to adipogenesis in other contexts, was upregulated in the brown adipocytes. *Rgcc* was previously found to be upregulated during adipogenic induction of adipose-derived stromal cells^72^, as well as the sheep perirenal adipose tissue for both brown and white adipocytes at the beginning and the end of its transformation^79^. Experiments using shRNA and siRNA knockdown of *Rgcc* in late progenitor cells showed that despite not being a transcription factor, gene silencing of *Rgcc* reduced the efficiency of deriving adipocytes from late progenitors in vitro, and reduced expression of *Pparg2* in LP cells (Fig. 6b), supporting the role of Rgcc in adipocyte fate determination in the embryonic Pax7 lineage.

We also found that Wnt5a expression is induced after the branching of dermal fibroblasts. The inhibitory effects of Wnt signaling on adipogenesis are well documented in literature: suppression of the Wnt pathway serves as a prerequisite for proper adipogenic differentiation, and Wnt ligands including Wnt5a have been shown to repress adipogenesis and maintain the pre-adipocyte in an undifferentiated state by downregulating the expression of *Pparg* and *Cebpa*^80–83^. However, the exact Wnt ligands that modulate the fate specification of the *Pax7* lineage progenitors were not known. Treatment of the multipotent LP (Pdgfra^+^/Thy1^−^) cells with Wnt5a ligand strongly inhibited *Pparg2* expression in culture. These results indicate Wnt5a could serve as an important fate regulator to negatively regulate the adipogenic program, thus directing cells to a fibroblast fate. Wnt5a treatment also upregulated *Twist2* expression, though with less dramatic magnitude. This suggests Wnt5a influences cell fate choice mainly by suppression of the adipogenic program, while other extracellular cues may be needed for *Twist2* upregulation. These findings illustrate the feasibility of using scRNA-seq analysis for identifying mechanistically important in vivo factors that play a role in cell fate determination, and they serve as a starting point for further investigation of such mechanisms in developmental.

Fibro/adipogenic progenitors (FAPs), bipotent cells capable of giving rise to fibroblasts and adipocytes, are usually studied in the context of muscle fiber regeneration in the adult muscle tissue^38,84,85^. Prior investigations have demonstrated their ability to adopt either fibrotic or adipogenic fate depending on the environmental cues and that they can contribute to muscle fibrosis and fat accumulation^85^. Strikingly, our data have shown that progenies of *Pax7*-expressing cells that do not commit early into the myogenic lineage can later develop into bipotent progenitor cells that, like FAPs, can give rise to both dermal fibroblasts and brown adipocytes, but in the embryonic tissue. This embryonic FAP-like (eFAP) population has not been identified or characterized previously within Pax7 lineage; using scRNA-seq, we were able to identify surface markers (Pdgfra^+^/Thy1^−^) to isolate them by FACS for in vitro culture and experimental characterization. Based on our subsequent in vitro studies, an increased number of lipid-storing cells being derived from our LP (Pdgfra^+^/Thy1^−^) cell culture in adipogenic medium suggests that the lineage determination of this bipotent eFAP is at least partially driven by the growth environment. Most of the reported investigations of FAPs have focused on cells from hindlimb of adult mice and have found Sca-1 and Cd34 to be surface markers specific for FAPs from this adult tissue type. In our eFAP cell population, only *Cd34* mRNA was expressed while *Sca-1* mRNA was not expressed (Supplementary Fig. S6); existing literature also shows absence of Sca-1 expression in the upper dermis of mice from E12.5 to P2 while Cd34 expression can be seen from E12.5 onwards^86^. This indicates that the embryonic tissue/cells can be significantly different from the adult ones even if they have similar fate potency, and that markers previously found for cell-types-of-interest in adult tissues may not be applicable when studying even the same tissue or cell type in the embryonic context.

In conclusion, we herein present a single-cell transcriptomic analysis on *Pax7* lineages from the developing dermomyotome. Transcriptomic profiling of *Pax7* lineages allowed us to identify cell fate commitment time points for the myogenic, dermal, and adipogenic lineages. We discovered surface markers for robustly isolating distinct cell populations from embryos, thus enabling in vitro culture and functional characterization of these populations. Our analyses also generated candidate genes, including some TFs, that could be involved in determining or reprogramming cell fate. We further demonstrated that *Rgcc* and *Wnt5a* are important for lineage development during embryogenesis. We lastly propose eFAP cells, a previously uncharacterized embryonic bipotent progenitor population marked by Pdgfra^+^/Thy1^−^ expression emerging predominantly at E14.5 that resembles adult FAPs in their lineage potentials. Overall, this work has furthered our understanding of lineage diversification in *Pax7*^+^ progenitor cells during embryonic development and provided new avenues for future in-depth mechanistic studies of cell fate choice during development.

## Materials and methods

### Mouse lines

Pax7^creER^ (Gaka) (stock 017763) and R26-stop-EYFP (stock 006148) mice were from Jackson Laboratory (Bar Harbor, ME, USA). Mice were housed in the Animal and Plant Care Facility (APCF) at Hong Kong University of Science and Technology (HKUST). All the experiments were performed in accordance with protocols approved by the Animal Ethics Committee at the HKUST.

### Lineage tracing

Female and male mice were split 16 h post-mating and designated as embryonic day 0.5 (E0.5). To trace the progeny of Pax7-expressing cells during early developmental stage, a single dose of TMX (75 µg/g body weight) were injected intraperitoneally into the pregnant mice with weight gain > 2 g at E9.5 to initiate Cre-Loxp recombination in Pax7-expressing cells. Embryos were harvested later at E12.5, E14.5, and E16.5.

### Embryonic cell isolation

Tissues previously known for absence of *Pax7* expression such as limbs and viscera were removed. Head of the embryos were also removed. Isolated mouse embryos were minced and digested in sorting medium (Ham’s F10 with 10% horse serum) containing 400 U/mL Collagenase II (Worthington; LS004177) for 1 h at 37 °C in a shaking water bath. For E14.5 or older embryos, additional Dispase (1U/mL; Gibco) was added. The digested embryos were then washed in the sorting medium and filtered through a 40 μm cell strainer (BD Falcon).

### Flow cytometry

Cells in Pax7 lineage were first identified and enriched by YFP signal in FITC channel.

For single-cell RNA-seq, cells were then re-sorted on a BD FACSAria III or Influx^TM^ cell sorter with FITC signal. Multiple embryos were pooled for sorting in both Smart-seq2 and 10× library preparation due to limited YFP^+^ cells per embryo.

### Full-length scRNA-seq library preparation and sequencing

Full-length scRNA-seq libraries were prepared from YFP^+^ single-cells according to Smart-seq2 protocol^87^.YFP^+^ single-cells were sorted into 96-well plate containing 0.2% (v/v) Triton X-100, 10 mM dNTP mix (New England Biolabs), and 10 μM oligo-dT_30_VN. Sorted cells were either proceeded immediately to oligo-dT hybridization and reverse transcription, or snap-freez and stored at −80 °C. After hybridization at 72 °C for 3 min, reverse transcription mix with SuperScript II Reverse Transcriptase (Invitrogen) and template-switching oligo was added immediately to each well followed by reverse transcription. Afterwards cDNA was amplified using 2× KAPA HiFi HotStart ReadyMix (Roche) with 18 cycles. Amplified cDNA were then purified with 0.8× AMPure XP beads (Beckman Coulter) with quality and quantity check on Fragment Analyzer (Agilent) and Qubit Fluorometer (Thermo Fisher Scientific), respectively. Libraries were then completed with Illumina Nextera XT library construction kit (Illumina). Samples were pooled after final PCR amplification and purified with 0.9× AMPure XP beads. The final libraries were sequenced on Nextseq 500 (Illumina) using 75 bp pair-end-reads setting. The sequencing depth of each cell in Smart-seq2 dataset is 1.29 million reads on average.

### 3' scRNA-seq library preparation and sequencing

3' scRNA-seq libraries were prepared from YFP^+^ cells according to the 10× Genomics Single Cell 3' Reagent Kit v2 protocol. Enriched YFP^+^ cells were immediately loaded into Chromium Chip targeting 7000 cells. After cDNA amplification and sample index amplification, libraries were quantified and qualified on Fragment Analyzer (Agilent) and Qubit Fluorometer (Thermo Fisher Scientific), respectively. Libraries were sequenced on Nextseq 500 (Illumina) with the following parameter: 27, 8, 0, 125. The sequencing depth of each cell in 10× dataset I 147k reads on average.

### Bulk RNA-seq library preparation and sequencing

6–8 embryos from the same day were pooled for digestion after removal of limbs, viscera, and head. First enriched by YFP signals, cells belong to Pax7 lineage were further sorted with cell surface markers, including Pdgfra, Thy1, and Cd36. Total RNA of sorted bulk and cultured bulk samples were extracted with NucleoSpin RNA isolation kit (Macherey-Nagel). Sequencing libraries of the bulk samples were prepared in the same way as single-cell Smart-seq2 method; only single-cell input was replaced with total RNA extracted. Similarly, libraries were completed with Illumina Nextera XT library constructed kit (Illumina). The final libraries were sequenced on Nextseq 500 (Illumina) using 75 bp pair-end-reads setting. For cultured group, triplicate wells were used for sequencing, while for E16.5 sorted cells (no culture), technical duplicates were used. Each bulk sample contains an estimate of 20 k cells. Mapped reads were 27 million on average.

### Cell culture

For embryonic cell culture, the 48-well plates were pre-coated with 0.1% gelatin at 37 °C for 1 h. The sorted embryonic cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS). The adipogenic differentiation medium (ADM) was described previously^14^. After reaching confluency, the cells were first cultured in ADM I for 2 days and then switched to ADM II. ADM II were refreshed every 2 days.

### Tgfβ1 treatment

LP (Pdgfra^+^/Thy1^−^) cells were cultured in F10 with 10% horse serum supplemented with 2.5 ng/mL bFGF (Prospec) to reach confluency. Cells were then treated with 1 ng/ml Tgfβ1 (Peprotech) in differentiation medium (DMEM with 2% FBS) for 3 days followed by culturing in differentiation medium without Tgfβ1 for 3 days.

### Oil Red O staining and immunostaining

For Oil Red O staining, cells were fixed in 10% formalin, rinsed with ddH_2_O and stained in Oil red O working solution (final 36% in Triethyl phosphate). The cells were then incubated with hematoxylin for 5 min for nuclei staining. For immunostaining, cells were fixed with 4% paraformaldehyde for 5 min, followed by permeabilization in 0.5% PBST and blocking in 4% BSA. Cells were then incubated with primary antibodies overnight at 4 °C. After rinsing with 0.1% PBST for three times, cells were labeled with secondary antibodies for 1 h at room temperature and then subjected to imaging. For tissue section immunostaining, the sample processing procedures are similar to cell immunostaining except 0.3% PBST were used for rinsing. Antibodies used are as follows: APC anti-mouse CD90.2 (Thy-1.2) Antibody (BioLegend, Cat# 140311), PE anti-mouse CD140a Antibody (BioLegend, Cat# 135905), PPAR gamma Monoclonal Antibody (Invitrogen, Cat# MA5-14889), Human/Mouse EBF-2 Antibody (R&D Systems, Cat# AF7006), Biotin Anti-GFP antibody (Abcam, Cat# ab6658), Mouse monoclonal anti-MyoD (Dako, Cat# M3512), Anti-Actin, α-Smooth Muscle antibody, Mouse monoclonal (Sigma-Aldrich, Cat# A5228), PE anti-mouse CD36 Antibody (BioLegend, Cat# 102605), Mouse monoclonal anti-Myh1 (Developmental Studies Hybridoma Bank, RRID AB_2147781), CRABP1 (D7F9T) Rabbit mAb (Cell Signaling Technology, Cat# 13163S), and Mouse PDGF R alpha Antibody (R&D Systems, Cat# AF1062).

### In situ hybridization by RNAscope

RNA-scope experiment was performed following the manual of RNAscope multiplex fluorescent reagent kit V2 assay (Advanced Cell Diagnostics). Briefly, embryo sections were post-fixed with 4% PFA for 15 min, followed by sequential dehydration in 50%, 70%, and 100% ethanol. Sections were then treated with hydrogen peroxide for 10 min at room temperature. Antigen retrieval was performed at 99 °C for 5 min in 1× Target Retrieval Reagent. Sections were then digested with Protease III for 30 min at 40 °C. For probe hybridization, probes (EYFP-C1; Cat# 312131, Mm-Thy1-C2; Cat# 430661-C2 and Mm-Pdgfra-C3; 480661-C3) were diluted according to manufacturer’s instructions and incubated with sections for 120 min at 40 °C. After washing, signal amplification was conducted by sequential hybridization with AMP1 (30 min), AMP2 (30 min), and AMP3 (15 min). For signal development, Opal 520, Opal 620, and Opal 690 (Akoya Biosciences) were diluted at 1:1500 and assigned to C1, C2, and C3, respectively.

### RNA isolation and RT-qPCR

Total RNA for RT-qPCR were extracted from embryonic cells with TRIzol (Thermo Fisher Scientific), followed by cDNA synthesis using ImProm-II reverse transcription system (Promega). Real-time PCR were performed on a Roche LightCycler 480 machine using SYBR green master mix (Roche). Sequence of primers used are as follows: Pparg2 forward: GCATGGTGCCTTCGCTGA; reverse: TGGCATCTCTGTGTCAACCATG. Rarg forward: GGAGCAGGCTTCCCATTCG; reverse: CATGGCTTATAGACCCGAGGA. Twist2 forward: CGCTACAGCAAGAAATCGAGC; reverse: GCTGAGCTTGTCAGAGGGG. Ebf2 forward: GGGATTCAAGATACGCTAGGAAG; reverse: GGAGGTTGCTTTTCAAAATGGG. MyoD forward: CGCTCCAACTGCTCTGATG; reverse: TAGTAGGCGGTGTCGTAGCC. Myog forward: GCAATGCACTGGAGTTCG; reverse: ACGATGGACGTAAGGGAGTG.

### shRNA experiment

MISSION shRNA clones (PLKO.1) targeting Rgcc and control shRNA clone were purchased from Sigma-Aldrich. The lentiviruses were then packaged in 293T cells with psPAX2 and pMD2.G packaging plasmids. Viruses harvested at 48 and 72 h post transfection were combined and aliquoted for storage at –80 °C. For lentivirus transduction, LP cells cultured in 48-well plate were infected with 100 µL lentivirus containing supernatant for 1.5 days. Polybrene was added at 5 µg/mL. Lentiviral medium was then removed and refreshed with ADM1 for 2 days followed by ADM2 for 2 days. Target sequences for shRgcc clones are #1 CCTTCAGTGATGAGAAGCTGA; #2 CGAAGACTTCATTGCCGATCT.

### siRNA experiment

siRNA for gene knockdown experiment was purchased from GenePharma. Pdgfra^+^/Thy1^−^ cells from Pax7 lineage (YFP^+^) were cultured with supplement of siRNA of *Rgcc*, followed by Oil Red O staining to observe the quantity of lipid droplets. Target sequence for siRgcc is CTAAAGAGCTCGAAGACTT.

### Wnt5a ligand supplemental culture

Wnt5a ligand for culture experiment was purchased from R&D Systems. Pax7-traced YFP^+^ mouse embryos from E14.5 were sorted with Pdgfra and Thy1 antibodies and seeded on day 0. Cell culture was supplemented with 2.5 ng/mL bFGF on day 1, then Wnt5a ligand was supplemented after day 2.

### Quantification and statistical analysis

#### Transcript quantification and gene-level summarization

Kallisto^88^ was used to quantify transcripts in full-length scRNA-seq data. Index built using *Mus Musculus* transcriptome from Ensembl with addition of YFP sequence was used to quantify transcripts of individual libraries. Gene-level summarization from transcript expression was performed using R package tximport^89^.

#### Generation of single cell expression matrices

Cell Ranger 3.0.1 (10× Genomics) was used to process 3' single cell RNA-seq data. Sequencing reads were aligned to *Mus Musculus* reference genome and mapped to Ensembl GRCm38.p6. Filtered reads with valid cell barcode and UMI were used to generate gene expression matrices.

#### Dataset integration, visualization, and cell clustering

R package Seurat^90,91^ was used to handle expression matrices, visualization, and clustering. Prior to integration, cells with no YFP expression and mitochondrial gene expression percentage > 8% were removed. In addition, cells with number of genes expressed < 4000 in Smart-seq2, and counts > 15,000 in 10× were removed. A total of 5162 cells were kept for downstream analysis. Matrices were then concatenated together followed by data normalization and identification of highly variable genes. scVI^92^ was used to integrate both Smart-seq2 and 10× datasets. 2000 highly variable genes were selected to subset the concatenated matrices. The subset was passed to python environment through R package reticulate. The subset was trained with default parameters supplied with annotation to the source of the cell (Smart-seq2 or 10×). The latent representation was passed back to R for clustering and UMAP visualization.

#### Differential expression analysis

Differentially expressed genes in single-cell datasets were identified with MAST^93^. Genes with adjusted *P*-value < 0.05 were reported and used for downstream analysis. Population of test was based on number of cells in each cluster. For bulk samples, DEGs were identified using DESeq2^94^. Genes with *P*-value < 0.01 were reported or used for downstream analysis.

#### Single cell pseudotime trajectory analysis

Pseudotime trajectory analysis was performed using R package Monocle 3^53–55^. One thousand one hundred sixty-one cells in neuron and dermal pericyte clusters were removed prior to the analysis, leaving 4001 cells for analysis. Seurat object was then converted to cds object used in Monocle 3 to generate trajectory and pseudotime value.

#### Temporally expressed gene identification

Genes with expression related to pseudotime were identified by fitting expression value and pseudotime to generalized additive model (GAM). After fitting, genes with the lowest *P*-value were used for analysis. Specifically, myogenic lineage was fitted into GAM three times (EP → LM, EP → EM, EM → LM) which the 200 genes with lowest *p*-value in each fitting were selected for analysis, resulting in 363 unique genes. Therefore, 363 genes were selected in dermal and adipogenic lineage as well.

#### Gene list enrichment analysis

KEGG pathway enrichment were performed using Enrichr^95,96^, while transcription factor enrichment was performed using ChEA3^97^. Genes used were based on result from differential expression analysis. Differentially expressed genes with *P*-value < 0.01 were used for enrichment analysis.

### Reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Angela Wu ().

## Supplementary information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Figures

## Data Availability

The accession number for the in-house RNA-seq data reported in this paper is GEO: GSE158887. Data generated or analyzed during this study are included in this article or available as supplementary information.

How the deposited data were processed for this re-analysis (not part of the article)

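The deposited tables used hold single cells of the Pax7 lineage from 3 embryonic stages (E12.5, then E14.5, then E16.5) measured on 10×, single cells of the same stages measured with Smart-seq2, and bulk libraries. As deposited by the authors, the 10× table holds counts of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger, with no scaling. The Smart-seq2 table holds expected counts per gene and cell, which the authors estimated with kallisto and summed per gene with tximport, with no scaling. The bulk table, as deposited by the authors, holds whole-number read counts per gene with no scaling. The paper's text does not name the aligner or counter for the bulk libraries. The 10× table lists 17634 genes, the Smart-seq2 table 22894 and the bulk table 22938.

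Cells were kept by the limits the paper states, namely a YFP count above 0, a mitochondrial share of at most 8%, at least 4000 genes per Smart-seq2 cell and at most 15000 counts per 10× cell. Of 3916 deposited cells 3852 were kept, 2921 from 10× with a median of 2681 UMIs and 931 from Smart-seq2 with a median of 765610 expected counts. The median number of detected genes per 10× cell was 1124 at E12.5, 1987 at E14.5 and 730 at E16.5, and per Smart-seq2 cell 6641.5, 7089.5 and 7158. Genes not seen in a 10× cell are for the most part genes not sampled. Most shares of cells with a count are therefore given with the median depth and the share in a class that should lack the gene. Those of *Ly6a* are not.

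Platforms were integrated with Seurat 5.3.0 (canonical correlation anchors, 2000 variable genes, 30 principal components, Louvain clustering at resolution 0.8) in R 4.3.3. A cluster was named for the class with the highest mean marker z-score when this was at least 0.8, with at least 3 markers each found in at least 5% of its cells, and when at least 10 of its cells were on a platform. Doublets were called in each 10× library with Scrublet in scanpy 1.11.5 and kept in the main analysis. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene positions are those of GENCODE vM21 on GRCm38, where all 79 genes looked up by symbol were matched.

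Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals and 10× sums exact Poisson intervals, and a count of 0 is given with the limit of 3 counts that it allows. For comparison at equal depth, cells were also thinned at random to 1000 UMIs on 10× and 100000 counts on Smart-seq2. The 10× cells with fewer UMIs were left out of the thinned shares, which therefore rest on fewer cells. CPM of a class are scaled to all counts of its cells, and CPM of sums in tests and ratios to the counts on the 15147 genes of both tables. For tests, counts were summed over the cells of a class in a pool, where a pool is 1 platform and time point, and sums of fewer than 20 cells were left out. Sums were compared with edgeR 4.0.16 (its filter on low counts, TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, adjusted p under 0.05). DF-like and LP-like cells were compared within 4 pools and LM-like and EM-like cells within 5 pools, with the pool as a block. LP-like and EP-like cells share no pool, so their 6 sums were compared with the platform as a term. BA-like and LP-like cells share 1 pool, and their counts are given as ratios with conditional exact intervals. Differences between time points in the effect of class were tested as an interaction in edgeR. Gene lists were tested with camera and fry. The procedure was tested on simulated data with 200 changed genes and spread modelled per gene. It recovered 42.5% of them for LP-like against EP-like sums with 19.8% false calls, 64.0% with 14.7% for DF-like against LP-like sums, and 85.5% with 6.56% for LM-like against EM-like sums.

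The overlap of variable genes followed Fig. 3c, with 2000 variable genes per pair of classes and more than 3 raw counts over a class. Draws at equal cell numbers were repeated 20 times. Bulk libraries were compared with class sums by Pearson's correlation of log2(CPM + 1), and z-scores were not used because they need more than 1 sorted population.

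The genes taken from the paper, the comparisons and the alternatives were set before the data were examined. The genes named, apart from *Wnt4*, *Wnt11*, *Fabp7*, *Aldoc* and *Slc1a3*, are those the paper names for a comparison in its text or main figures. A gene among these is not reported here. To these the LP-like against EP-like comparison adds the 3 largest increases and the 3 largest decreases. These were taken among genes past the threshold with the same sign on both platforms that were used neither for clustering nor as markers. Alternatives were clustering resolutions of 0.4 and 1.2, the reported genes kept in the clustering, each platform clustered alone, doublets removed, 10× cells only, DESeq2 1.42.0 in place of edgeR, no filter on low counts, each sum or pool left out in turn, other count rules and equal depth for variable genes, and Spearman's correlation, all genes and Smart-seq2 cells for the bulk comparison. Clustering all deposited cells, and counting only genes used neither for clustering nor as markers, were added later.

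Of the 18 bulk libraries, 16 were left out because their column names have lost the sign of the Thy1 sort. The trajectory, scVI integration and MAST tests of the paper were not rebuilt. The Smart-seq2 plates were not used as replicates, since the labels tie no plate to an animal.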

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

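The tests of exchanged classes, of time point against class, of the counts of *Sox8* and of the class of the 26 cells under other settings were chosen only after the result was seen.

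The class difference of *Mef2c* between DF-like and LP-like cells was larger at E16.5 than at E14.5 by 1.79 on the log2 scale (adjusted p = 8.1e-05 from edgeR's interaction test with Benjamini-Hochberg adjustment). The change was 1.70 on Smart-seq2 and 1.39 on 10×. Since the gene was chosen by its change over both platforms, this does not decide whether the depth of a single platform's libraries plays a part. Differences between pools of embryos and between stages stay open as well, untested.

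The class difference of *Cd34* between DF-like and LP-like cells moved further down at E16.5, by -1.07 on the log2 scale (adjusted p = 0.017 from edgeR's interaction test with Benjamini-Hochberg adjustment). The change was -0.77 on Smart-seq2 and -1.78 on 10×, which for the same reason does not decide about the depth of a single platform's libraries. Differences between pools of embryos and between stages stay open.

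For *Msc*, the difference between LM-like and EM-like cells was smaller at E16.5, by 1.38 on the log2 scale (adjusted p = 0.029 from edgeR's interaction test with Benjamini-Hochberg adjustment). The change was 1.38 on Smart-seq2 and 0.90 on 10×, where the LM-like sums held only 2 UMIs at E14.5 and 1 at E16.5. Those counts are few, and the gene was chosen by its change over both platforms, so the depth of the libraries cannot be told apart from a change with the stage. Among all genes, the effect of class differed between E14.5 and E16.5 for 518 of 14218 genes between DF-like and LP-like cells and for 265 of 12501 between LM-like and EM-like cells (edgeR, adjusted p under 0.05).

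*Sox8* lay far from the other pools in the 10× library of E12.5, with a log2 difference of -3.88 between LM-like and EM-like cells against 0.88 to 2.08 in the other pools. Of 17 groups of pools tested in this way 1 stood out, and chance alone picks about 1 in 20. That library held 6 UMIs of *Sox8* in EM-like and 0 in LM-like cells, which are too few to decide whether low counts account for the value. With 0 UMIs on 1 side, the value also depends on the 1 CPM added before taking logs.

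A cluster of 26 cells, 17 from 10× and 9 from Smart-seq2, reached the naming score for none of the paper's classes. When each platform was clustered alone, and when all deposited cells were clustered, all 26 were N-like, and with the reported genes kept 25 had no name. Droplets with 2 cells were weighed as an explanation. None of its 17 10× cells was called a doublet, which allows a share of up to 17.6%, beside 0.616% of all 10× cells, and 9 of its cells came from Smart-seq2 wells. Its median depth was 3824 UMIs at E14.5 and 844.5 at E16.5, below the medians of the libraries. With so few cells the doublet calls leave this open. *Fabp7*, *Aldoc* and *Slc1a3* were chosen after their values were seen, as genes high in this cluster. No biological explanation was tested.

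For DF-like against LP-like cells, 1 of the 8 exchanges of the classes within pools, the real one, gave as many genes, and for LM-like against EM-like cells 1 of 16. The largest count under the other exchanges was 0 genes against 1703 by edgeR for DF-like and LP-like cells, and 61 against 2079 for LM-like and EM-like cells. A share under 0.05 cannot be reached with 8 or 16 exchanges, so these shares do not exclude chance. Other splits, which put both classes of at least 1 pool on the same side and so differ from the real one in how they treat pools, gave no count as large as the real one, at most 2 genes in 24 fits for DF-like and LP-like cells, and at most 739 in 52 fits, drawn at random, for LM-like and EM-like cells. For LP-like against EP-like cells no such exchange within pools exists. Only 5 LP-like cells came from E12.5 and 2 EP-like cells from later, so class and time point cannot be told apart.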

How the results depend on the processing

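The tests on all deposited cells and on genes outside clustering and markers alone were chosen only after the result was seen.

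By replicate number, no paired analysis was possible because these numbers belong to bulk libraries whose sort is unknown here. Single-cell classes that share pools were compared within pools, with the pool as a block. For want of the sort, none of the planned comparisons of bulk populations, and none of their alternatives, was run. Z-scored correlations and the number of genes detected in bulk libraries were not run either. With 10× sums alone, *Sox8*, *E2f8* and *Sox6* were not tested between LM-like and EM-like cells, nor *Pax7* and *Myf5* between LP-like and EP-like cells. *Myf5* was also not tested there without the LP-like Smart-seq2 sum of E14.5 or that of E16.5, and BA-like against LP-like cells had no test under any alternative set in advance.

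With 10× sums alone, 107 genes differed between LP-like and EP-like cells (88 higher, 19 lower), 582 between DF-like and LP-like cells (287 higher, 295 lower) and 789 between LM-like and EM-like cells (390 higher, 399 lower). The cause was not tested. *Ebf2* changed sign between LP-like and EP-like cells, at -0.12 with 10× alone. With 1 sum left out at a time it ranged from -0.11, without the EP-like Smart-seq2 sum, to 1.30, without the EP-like 10× sum, and passed the threshold under none of these. DESeq2 called 1463 genes for LP-like against EP-like sums (1054 higher, 409 lower), beside 647 and 114 by edgeR, and the cause was not tested. Counting only genes used neither for clustering nor as markers left 387 higher and 63 lower for LP-like against EP-like cells, and 560 lower for DF-like against LP-like cells, since fewer genes are counted.

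Leaving out 1 sum at a time, the count for LP-like against EP-like cells ranged from 0 to 1570 (0 to 1142 higher, 0 to 428 lower). It was 0 by edgeR without the EP-like Smart-seq2 sum, with 654 genes at an unadjusted p under 0.05, and 1570 without the LP-like Smart-seq2 sum of E14.5. Leaving out 1 pool at a time, the count for DF-like against LP-like cells ranged from 942 to 1525 (441 to 682 higher, 501 to 843 lower), lowest without the 10× pool of E14.5. For LM-like against EM-like cells it ranged from 1284 to 2556 (625 to 1107 higher, 657 to 1449 lower), lowest without the Smart-seq2 pool of E14.5. The cause was not tested.

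Of 402 alternatives for 29 named genes, 378 kept direction and side of the threshold, 20 fell below it, 2 rose past it and 2 changed sign. Among those that fell below were *Wnt5a* and *Cd34* between DF-like and LP-like cells, and the matrix genes between LP-like and EP-like cells without the EP-like Smart-seq2 sum. *Twist2* and *Pax7* passed without the LP-like Smart-seq2 sum of E16.5, with log2 fold changes of -1.16 (adjusted p = 0.040) and -5.16 (adjusted p = 0.034) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the 10× library of E16.5, the log2 ratios of BA-like over LP-like cells stayed within their intervals under all 60 alternatives run. With all deposited cells clustered, the Smart-seq2 pool of E16.5 gave ratios too. Those of *Cd36* (3.52), *Pparg* (4.70), *Cidea* (14.46, with 1 count in LP-like cells) and *Fabp4* (5.42) lay above the 10× intervals. The others of the 10 lay within.

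Of 252 class shares, 238 stayed within their intervals. With each platform alone, the share of BA-like cells was 0% on 10× at E12.5. On Smart-seq2 it was 14.3% at E12.5 and 3.07% at E14.5, in a cluster that also held genes high in the EP-like cluster. In this setting the EP-like Smart-seq2 share at E12.5 was 26.4%, and the LP-like Smart-seq2 share 0% at E12.5 and 39.5% at E16.5. The PE-like Smart-seq2 share was 0% and the N-like 10× share 0.957%, both at E16.5. With the reported genes kept, the 10× shares were 0% for BA-like cells at E12.5, and 13.3% for DF-like and 1.14% for EP-like cells at E14.5. With all deposited cells, they were 0% for BA-like cells on 10× at E12.5, 0.948% for N-like cells on 10× at E16.5 and 17.5% for BA-like cells on Smart-seq2 at E16.5. The cause was not tested.

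Variable genes moved most with 10× cells alone, and the cause was not tested. With 10× cells alone, EP-like and LP-like cells shared 64.7% (1.34% EP-like only, 33.9% LP-like only), EM-like and LM-like cells 69.0% (25.1% and 5.97%) and BA-like and DF-like cells 58.2% (5.59% and 36.2%). With Smart-seq2 cells alone, EM-like and LM-like cells shared 89.5% (9.55% EM-like only), and BA-like and DF-like cells 72.6% (26.8% DF-like only). With more than 3 counts in at least 1 cell, the shared part was 89.2% for EP-like and LP-like cells (9.83% LP-like only), 89.5% for EM-like and LM-like cells (8.69% EM-like only) and 74.6% for BA-like and DF-like cells (24.3% DF-like only). With more than 3 counts per 100 cells, it was 88.6% (1.26% EP-like only, 10.1% LP-like only), 89.7% (7.92% EM-like only, 2.42% LM-like only) and 75.3% (23.5% DF-like only). With the larger class thinned to the cells of the smaller, 90.8% were shared by EM-like and LM-like cells (3.49% LM-like only), and BA-like and DF-like cells had 5.68% and 16.6% of their own. At the same cells and counts these were 90.5%, 3.38%, 5.65% and 17.2%.

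The sorted Cd36+ libraries had a Spearman's rho of 0.788 with BA-like and 0.602 with DF-like 10× sums. Over all genes Pearson's r was 0.837 with BA-like, 0.628 with LP-like and 0.619 with DF-like 10× sums. Over the variable genes, Pearson's r with Smart-seq2 sums was 0.920 with BA-like and 0.637 with DF-like cells. BA-like cells stood highest under each of these 3 alternatives. Of 270 values of shares of cells with a count, after thinning to equal depth or at another clustering resolution, 40 moved beyond their interval.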

Differences from the paper's values

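The tests that set fold changes averaged over cells beside the paper's supplement were chosen only after the result on sums was seen.

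Of the variable genes of EP-like and LP-like cells, 8.21% counted for LP-like cells only, where the paper states 23%. With 10× cells alone the value was 33.9%, which is within 1.5 times of the paper's. The other 7 alternatives set before the data were examined stayed further away, from 8.11% to 10.1%. For EP-like cells only the value was 0.751%, where the paper states 2%. With 10× cells alone it was 1.34%, within 1.5 times of the paper's, and under the other 7 alternatives 0.650% to 1.26%.

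Fold changes averaged over cells are listed where they differ from the paper's by more than the SD of the 10× and Smart-seq2 values of the gene, a spread that is small for *Twist2* (2.75 and 2.70) and wide for *Postn* (2.49 and 4.27), *Col6a1* (2.19 and 4.04) and *Thbs1* (2.27 and 3.16). By this rule *Postn* (3.13, the paper's 2.69), *Col6a1* (2.85, the paper's 2.45) and *Thbs1* (2.49, the paper's 2.15) lie within the spread although their gaps are wider. The average over cells of the log2 fold change between DF-like and LP-like cells was 2.74 for *Twist2*, beside the paper's 2.58, and stayed apart from it under all 6 alternatives set before the data were examined. For *Crabp1* it was 3.08, beside the paper's 3.17. With the reported genes kept (3.19) and each platform alone (3.13) it was within the spread, and under both resolutions, with doublets removed and with 10× cells alone it was not. With Smart-seq2 cells alone, which was not among these alternatives, it was 3.17. For *Mef2c* it was 1.47, beside the paper's 1.33. With Smart-seq2 cells alone, again not among the alternatives, it was 1.33. With each platform alone (1.44) it was within the spread, and under the other 5 alternatives it was not. The paper's test behind these values took cells as replicates.

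The paper states that other pairs of clusters share fewer variable genes than EP and LP. Of the other pairs run, BA-like and DF-like cells shared less (78.4%, and 58.2% with 10× cells alone). EM-like and LM-like cells shared 92.2%, beside 91.0% for EP-like and LP-like cells, and with 10× cells alone 69.0% beside 64.7%. They also shared more under both resolutions and both other count rules. They shared less with Smart-seq2 cells alone (89.5% beside 90.7%). With the larger class thinned, the means were 90.8% beside 91.0%, with draws of 90.2% to 91.5% beside 90.7% to 91.2%. At the same cells and counts they were 90.5% beside 90.7%, with draws of 90.1% to 91.2% beside 90.3% to 91.1%. Since the draws overlap, these settings do not rank EM-like and LM-like against EP-like and LP-like cells.

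The paper states that LP cells express *Ebf2* and *Twist2* more strongly, and in a larger share of cells, than EP cells. *Twist2* stood at 62.0 CPM in LP-like and 114 CPM in EP-like 10× sums, and at 38.5 and 114 CPM on Smart-seq2. *Ebf2* stood at 142 and 163 CPM on 10×, and at 343 and 183 CPM on Smart-seq2. By share of 10× cells with a UMI, *Ebf2* was found in more LP-like than EP-like cells, and *Twist2* was not. LP-like 10× cells were also deeper, with a median of 3687.5 UMIs beside 1452 in EP-like cells.

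The paper states that the muscle cells of E14.5 and E16.5 are mainly late ones. At E14.5, 272 cells were EM-like and 122 LM-like, and at E16.5 the numbers were 211 and 66.

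The paper describes *Rgcc* as a gene of BA alone. It had a UMI in 25.2% of LP-like 10× cells, beside 77.0% of BA-like cells.

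The paper states that *Pparg* is absent at E14.5. It had a UMI in 33 of 964 10× cells and a count in 23 of 326 Smart-seq2 cells of that time point.

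The paper states that *Sca-1* (*Ly6a*) mRNA is absent from its eFAP population, which it isolated as LP cells. *Ly6a* had a UMI in 16 of 236 LP-like 10× cells of E16.5 (6.78%) and in 4 of 373 of E14.5 (1.07%). On Smart-seq2 it had a count in 23 of 91 (25.3%) and 3 of 52 (5.77%). No share from a class that lacks *Ly6a* in the same library stands beside these values. At E14.5, the stage of the paper's sort, the few cells with a count therefore cannot be told from background.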

Other observations

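The test of damaged cells was planned before its values were seen, and the setting with all deposited cells was chosen only after the result was seen.

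Of the 64 cells above the mitochondrial limit, 47 of 51 from Smart-seq2 and 9 of 13 from 10× were BA-like when all deposited cells were clustered. If these were damaged cells, they would hold fewer detected genes than BA-like cells at or below the limit. On Smart-seq2 at E16.5, the median was 8133 detected genes in 47 cells above the limit and 8458 in 13 cells at or below it. Their median totals were 865896 and 765610 counts. Their median mitochondrial shares were 10.1% and 5.72%, beside 2.33% in LP-like cells. The 92 LP-like cells had a median of 7378.5 detected genes, fewer than both groups of BA-like cells. With 13 cells on 1 side the difference does not settle whether cells above the limit are damaged or are brown adipocytes rich in mitochondria.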
